# AXL knockdown gene signature reveals a drug repurposing opportunity for a class of antipsychotics to reduce growth and metastasis of triple-negative breast cancer

**DOI:** 10.18632/oncotarget.26725

**Published:** 2019-03-12

**Authors:** Marie-Anne Goyette, Rebecca Cusseddu, Islam Elkholi, Afnan Abu-Thuraia, Nehme El-Hachem, Benjamin Haibe-Kains, Jean-Philippe Gratton, Jean-François Côté

**Keywords:** triple-negative breast cancer, drug repurposing, AXL, phenothiazines, metastasis

## Abstract

Triple-Negative Breast Cancer (TNBC) is an aggressive cancer subtype that is associated with a poor prognosis due to its propensity to form metastases. The receptor tyrosine kinase AXL plays a role in tumor cell dissemination and its expression in breast cancers correlates with poor patient survival. Here, we explored whether already used drugs might elicit a gene signature similar to that seen with AXL knockdown in TNBC cells and which could, therefore, offer an opportunity for drug repurposing. To this end, we queried the Connectivity Map with an AXL gene signature which revealed a class of dopamine receptors antagonists named phenothiazines (Thioridazine, Fluphenazine and Trifluoperazine) typically used as anti-psychotics. We next tested if these drugs, similarly to AXL depletion, were able to limit growth and metastatic progression of TNBC cells and found that phenothiazines are able to reduce cell invasion, proliferation, viability and increase apoptosis of TNBC cells *in vitro*. Mechanistically, these drugs did not affect AXL activity but instead reduced PI3K/AKT/mTOR and ERK signaling. When administered to mice bearing TNBC xenografts, phenothiazines were able to reduce tumor growth and metastatic burden. Collectively, these results suggest that these antipsychotics display anti-tumor and anti-metastatic activity and that they could potentially be repurposed, in combination with standard chemotherapy, for the treatment of TNBC.

## INTRODUCTION

Triple-Negative Breast Cancer (TNBC) is an aggressive molecular subtype that is usually associated with increased metastatic incidences and a poor prognosis [1–3]. This particularly aggressive cancer subtype represents 10–20% of breast cancer cases and is characterized by the low expression of estrogen receptor (ER), progesterone receptor (PR) and HER2 receptor. Currently, no efficient targeted therapies are available to treat this aggressive cancer. Being routinely treated with standard chemotherapies, TNBC patients are commonly subject to serious side effects and are at high risk of developing drug resistance, tumor relapses and metastases [4]. Therefore, developing effective treatments to treat TNBC represents one of the most pressing challenge in breast cancer research.

AXL is a member of the TAM family of receptor tyrosine kinases (RTKs) that also includes TYRO3 and MER. These RTKs have well-established roles in various steps of tumorigenesis including proliferation, survival, migration, angiogenesis, immune evasion and drug resistance [5]. In breast cancer cell lines, AXL expression is restricted to TNBC cells that display strong mesenchymal phenotypes [6]. Functionally, AXL-driven mesenchymal characteristics endow tumor cells with an increased invasive phenotype and a resistance to chemotherapeutics [6–9]. Mechanistically, AXL promotes tumorigenesis and metastasis in part by activating key signaling molecules, including PI3K/AKT, MAPKs and Epithelial-to-Mesenchymal Transition (EMT) modulators [5, 10]. Indeed, we and others have shown that the expression of AXL in human solid tumors is linked to a poor prognosis and is essential for metastasis in breast cancer models of TNBC and HER2+ subtypes *in vivo* [8, 10]. A significant body of work, therefore, has established AXL as a promising clinical target for managing multiple cancers, and TNBC in particular. Consequently, a small molecule inhibitor specific to AXL (R428; also known as BGB-324 or Bemcentinib) is currently under investigation in a phase II clinical trial for various cancers, including non-operable and metastatic TNBC [11, 12]. While this specific AXL inhibitor may soon reach the clinic and is promising in terms of overall survival and response rate as suggested by data from preclinical models [13], unfavorable outcomes including problems with drug tolerability and resistance could also arise. In this case, novel alternative approaches mimicking AXL inhibition might be of importance for advanced TNBC patient care.

Drug repurposing involves the identification of novel clinical applications of previously approved drugs. Since these drugs are approved by the FDA or other regulatory agencies and are used in the clinic, their safety, toxicity and pharmacological properties have already been thoroughly characterized. Consequently, drug repurposing represents a cost- and time-effective approach to identify novel pharmacotherapies to manage aggressive conditions such as TNBC. A powerful tool to identify drugs for repurposing is the use of large collections of genome-wide transcriptional gene expression datasets from human cells treated with a variety of FDA approved and experimental small molecules.

In this study, using the novel integrative package for pharmacogenomics PharmacoGx [14–16], we found that the phenothiazine class of antipsychotics (Thioridazine (THZ), Fluphenazine (FLZ) and Trifluoperazine (TFP)) displays a gene signature similar to that seen with *AXL* depletion in TNBC cells. *In vitro*, phenothiazines were able to reduce cell invasion, proliferation, tumorsphere formation and increase cell death in TNBC cells and these actions correlated with reduced signalling from PI3K/AKT/mTOR and ERK pathways. *In vivo*, the administration of phenothiazines to mice bearing xenografts of MDA-MB-231 TNBC cells reduced tumor growth and metastatic burden. These findings identify members of this class of drugs as potential candidates for repurposing in TNBC.

## RESULTS

### Pharmacogenomics identifies phenothiazines, a class of antipsychotics, as candidates for drug repurposing in TNBC

TNBC is currently treated by chemotherapy and carries a risk of drug resistance, relapse and metastasis [3]. Because AXL is emerging as a promising drug target to limit certain metastatic cancers including TNBC [5, 8, 10], we sought to identify drugs that could be repurposed based on their induction of a gene signature similar to that seen with AXL depletion. The aggressive AXL^high^ TNBC cell line MDA-MB-231 was subjected to siRNA-mediated knockdown of *AXL* and RNA-seq was performed to generate an *AXL* gene signature (GSE120268). 

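MDA-MB-231 is an established human cell line grown from a triple-negative breast cancer, and AXL is a receptor tyrosine kinase of the TAM family, together with TYRO3 and MERTK. Cells were transfected with a control siRNA (siCt) or with a pool of siRNAs against AXL (siAXL), and RNA from 2 libraries of each group was sequenced. The authors counted reads per gene and deposited normalized counts, in which the reads of a gene are divided by the DESeq2 size factor of its library. In each library, 100% of the deposited values were whole multiples of the value of 1 read, so that the reads themselves could be recovered. They summed to 44281982 reads in siCt 1, 39574387 in siCt 2, 44585773 in siAXL 1 and 44559547 in siAXL 2. The paper's text does not name the aligner, the genome build, or whether reads were counted by strand. Libraries of the same group differed by more than the sampling noise, with a chi-square per gene of 21.6 between siCt 1 and siCt 2 and of 19.6 between siAXL 1 and siAXL 2. Across the groups it was 35.6 between siCt 1 and siAXL 1 and 42.3 between siCt 2 and siAXL 2. These are means in which abundant genes weigh most, so they do not give the spread of a typical gene. Mitochondrial genes took 3.7% of the reads in siCt 1 and 3.78% in siAXL 1, against 2.11% in siCt 2 and 2.28% in siAXL 2. The values within and across groups are therefore not directly comparable. The groups were compared with limma on log2(normalized count + 1), a scale that understates the change of low genes, with Benjamini-Hochberg adjustment of the p-values. The test covered 16064 of the 63677 genes in the table, after edgeR's filter for low counts. With 2 libraries against 2, no permutation of the labels can give a two-sided p under 0.333, so the adjusted p-values rest on the spread that limma shares across genes.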

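AXL (ENSG00000167601), the targeted gene, had 29189 normalized counts in siCt 1 and 30617 in siCt 2, against 8658 in siAXL 1 and 7141 in siAXL 2. Its mean was 29903 ± 1010 (SD, n = 2) in siCt and 7900 ± 1073 (SD, n = 2) in siAXL, which left 26.3% of the siCt level. The log2 fold change was -1.93 (standard error 0.0918, limma adjusted p = 0.000585). It lay between -2.07 and -1.79 with each library left out in turn. Among the other settings, removing the trend with GC content and transcript length moved it most, to -2.0. The 2 other TAM receptors were not lower in siAXL. TYRO3 (ENSG00000092445) had a log2 fold change of 0.35 (standard error 0.102, limma adjusted p = 0.0539), and was past the threshold with edgeR's quasi-likelihood test (adjusted p = 0.0455) and DESeq2 (adjusted p = 0.0472) on the recovered reads. With DESeq2 size factors in edgeR's test, TYRO3 was not past it (adjusted p = 0.0508). MERTK (ENSG00000153208) had a log2 fold change of 0.24 (standard error 0.098, limma adjusted p = 0.135). Without siAXL 2 the value of TYRO3 was 0.22, and without siAXL 1 that of MERTK was 0.097.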

To validate this signature, we first performed Gene Ontology and Gene Set Enrichment Analysis (GSEA) to assess enrichment of biological processes and pathways [17]. Many of the genes associated with known physiological roles of AXL including proliferation, migration and regulation of EMT, were found to be modulated by AXL depletion (Supplementary Figure 1A, 1C). Furthermore, different pathways related to AXL were enriched including PI3K/AKT, mTOR and MAPK signalling pathways (Supplementary Figure 1B–1C). 

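The Gene Ontology and GSEA sets of the paper were not used here, and 17 gene lists compiled by hand took the place of the processes it names. Each list was compared with all other genes by limma's camera, at a preset inter-gene correlation of 0.01. By this test, 14 of the 17 lists had an adjusted p under 0.05, of which 8 were higher and 6 lower in siAXL. Of the 14, fry, a rotation test of each list by itself, called 7, which were the cell cycle heat map genes, DNA replication, mismatch and base excision repair, EMT, focal adhesion, hypoxia and endoplasmic reticulum stress. The paper shows the heat map genes as downregulated in siAXL, so a call of that list is not independent evidence. With the correlation estimated from these libraries, camera called 0 lists, and 2 had an unadjusted p under 0.05. On simulated libraries neither of these 2 tests called a list shifted by 0.3. There only 1 of the 17 lists was shifted, which makes the adjustment stricter, and genes were drawn independently. In the data fry called DNA replication (median -0.30, fry adjusted p = 0.0333). The simulation therefore cannot tell whether a lost call reflects low power. For proliferation, the list of cell division holds 77 genes, of which 76 were lower in siAXL, 32 of them with an adjusted p under 0.05. Its median log2 fold change was -0.28 (camera adjusted p = 3.49e-16, fry adjusted p = 0.173), and leaving out siAXL 1 brought it to -0.17. For this list, the median difference of library 1 from library 2 was -0.13 in siCt and -0.22 in siAXL. The value without siAXL 1 thus includes a difference between the numbers, which both groups showed. ZWINT (log2 fold change -0.51, standard error 0.0532, limma adjusted p = 0.00264), AURKB (-0.38, standard error 0.0608, adjusted p = 0.00859) and UBE2C (-0.45, standard error 0.0799, adjusted p = 0.0121) had its smallest adjusted p-values. UBE2C lost its call with the filter of at least 1 count in any library (adjusted p = 0.0613). The only member that was not lower, OIP5, had a log2 fold change of 0.014 (standard error 0.153, limma adjusted p = 0.960). Its value ran from -0.20 to 0.22 with 1 library left out, and was -0.015 under scaling by library size alone. OIP5 overlaps OIP5-AS1, which had 6114 reads per library on the opposite strand.

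**Figure D1:**
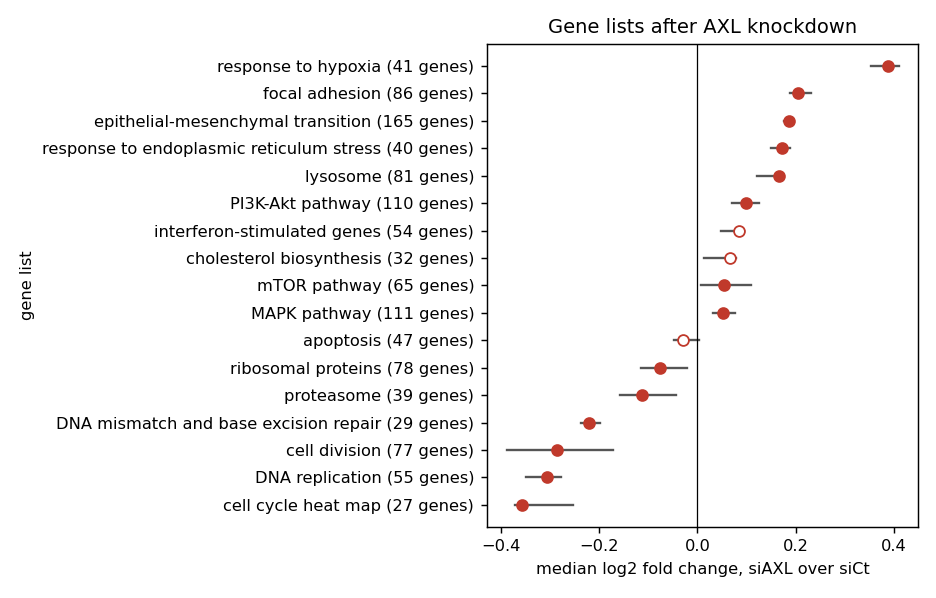
Median log2 fold change of siAXL over siCt (horizontal axis) of the 17 gene lists (vertical axis, with the number of genes tested). Each line runs from the lowest to the highest median with 1 library left out, filled circles mark a camera adjusted p under 0.05, and the medians run from -0.36 for the cell cycle heat map genes to 0.39 for the response to hypoxia. The line of the apoptosis list crosses 0.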

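The list of DNA replication, with 55 genes, had a median log2 fold change of -0.30 (camera adjusted p = 9e-17), and 52 of its genes were lower in siAXL, 35 of them with an adjusted p under 0.05. Its smallest adjusted p-values were those of MCM10 (log2 fold change -0.64, standard error 0.0603, limma adjusted p = 0.00212), DNA2 (-0.68, standard error 0.0674, adjusted p = 0.00232) and CDC7 (-0.52, standard error 0.061, adjusted p = 0.00339). RFC1, at 0.036 (standard error 0.058, adjusted p = 0.709), changed by less than its standard error. For migration, 86 focal adhesion genes had a median of 0.20 (camera adjusted p = 3.15e-09). Of these genes, 69 were higher in siAXL, and 39 of the higher and 1 of the lower genes had an adjusted p under 0.05. LAMB1 rose by 0.70 (standard error 0.0551, adjusted p = 0.00145), EGFR by 0.94 (standard error 0.0774, adjusted p = 0.00166) and RAPGEF1 by 0.64 (standard error 0.0562, adjusted p = 0.00184). The 3′ UTR of EGFR holds 1 copy of CACATCA, a 7-base word whose carriers were on average shifted upward by 0.15 in siAXL. COL1A1 went the other way (log2 fold change -0.25, standard error 0.0651, adjusted p = 0.0378), and was not past the threshold with DESeq2 (adjusted p = 0.0661) or with the filter of at least 1 count in any library (0.0859). The EMT list, of which 165 genes were tested, had a median of 0.19 (camera adjusted p = 8.21e-07), with 114 genes higher and 51 lower in siAXL. Among them, 60 of the higher and 12 of the lower genes had an adjusted p under 0.05.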

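The lists of the 3 pathways had medians slightly above 0 in siAXL and were called by camera at its preset correlation, but not by fry. Transcript levels of members do not measure the activity of a pathway. In Figure 5A the paper reports lower phosphorylation of AKT, mTOR and ERK under the AXL inhibitor R428. The PI3K-Akt list, with 110 genes tested, had a median log2 fold change of 0.098 (camera adjusted p = 0.000238), with 71 genes higher and 39 lower, of which 37 and 3 had an adjusted p under 0.05. Its call was lost under fry (adjusted p = 0.0836), and among the 43 members that belong to no other list the median was 0.0025 (camera adjusted p = 0.658). Besides LAMB1 and EGFR, which focal adhesion shares, TNC had one of its smallest adjusted p-values (log2 fold change 0.63, standard error 0.0577, limma adjusted p = 0.00203). BCL2L11, which overlaps MIR4435-2HG with 1624 reads per library on the opposite strand, was lower (-0.36, standard error 0.0835, adjusted p = 0.0276), and lost its call with the filter of at least 1 count in any library (0.0811).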

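The mTOR list, with 65 genes, had a median of 0.053 (camera adjusted p = 0.0214), with 39 genes higher and 26 lower. Leaving out siCt 1 brought the median to 0.0076, leaving out siAXL 2 to 0.029, leaving out siCt 2 to 0.11 and leaving out siAXL 1 to 0.083. The list was not called under fry (adjusted p = 0.126), after the trend with GC content and transcript length was removed (0.0976), or without the genes whose 3′ UTR holds CACATCA (0.184). Over its 29 members that belong to no other list, the median was -0.0051 (adjusted p = 0.600). STRADB rose by 1.31 (standard error 0.0914, limma adjusted p = 0.00113), RRAGA by 0.87 (standard error 0.0722, adjusted p = 0.00176) and RPS6KB1 by 0.56 (standard error 0.058, adjusted p = 0.00264), and the 3′ UTRs of RRAGA and RPS6KB1 each hold 1 copy of CACATCA. TBC1D7 was lower (-0.38, standard error 0.0725, adjusted p = 0.0144). The MAPK list, with 111 genes tested, had a median of 0.051 (camera adjusted p = 0.0235), with 72 genes higher and 39 lower, and leaving out siAXL 2 brought it to 0.032. It was not called under fry (adjusted p = 0.13), scaling by library size alone (0.051), library sizes without mitochondrial genes (0.0525), removal of the GC and length trend (0.159), without the CACATCA genes (0.0558), or over members of no other list (0.3). TGFBR2 rose by 0.94 (standard error 0.0659, limma adjusted p = 0.00113) and TGFBR1, with 2 copies of CACATCA in its 3′ UTR, by 0.54 (standard error 0.0527, adjusted p = 0.00223), while MAP3K8 was lower (-0.54, standard error 0.0892, adjusted p = 0.00967).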

Altogether, these results suggest that the generated *AXL* gene signature is representative of AXL depletion in cancer cells and is a valid tool to interrogate pharmacogenomics databases.

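The signature was large, with 3006 genes at an adjusted p under 0.05, of which 1735 were higher and 1271 lower in siAXL (57.7% higher). A log2 fold change of at least 1 in either direction left 172 of them, the alternative that lowered the number most. With every gene of at least 1 count in any library tested, 27108 genes in all, 1097 passed, 757 higher and 340 lower (69% higher). The share of higher genes also depended on the scaling. It was 58.1% under upper quartile and 59.6% under TMM scaling, but 46.8% of 3281 genes under scaling by library size alone (1536 higher, 1745 lower). It was 45.5% with mitochondrial genes left out of the library sizes (1509 higher, 1808 lower) and 48.3% with the trend of GC content and transcript length removed (1636 higher, 1751 lower). In the authors' deposited table, 2641 genes had a DESeq2 adjusted p under 0.05, and 2499 of them were among the 3006, all in the same direction.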

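Among genes at an average log2 CPM of at least 3, TNFSF15 (ENSG00000181634) rose furthest, from 1829 ± 147 normalized counts in siCt to 8369 ± 864 in siAXL (SD, n = 2 in each), a log2 fold change of 2.19 (standard error 0.0884, limma adjusted p = 0.000585). It was followed by CHRDL1 (ENSG00000101938) at 1.71 (standard error 0.145, adjusted p = 0.00179), MALL (ENSG00000144063) at 1.63 (standard error 0.131, adjusted p = 0.00149), TMCO1 (ENSG00000143183) at 1.61 (standard error 0.0906, adjusted p = 0.000755) and PLA2G16 (ENSG00000176485) at 1.53 (standard error 0.073, adjusted p = 0.000585). The 3′ UTRs of CHRDL1, MALL and TMCO1 hold CACATCA, and those of TNFSF15 and PLA2G16 hold its 6-base part ACATCA. TMCO1 also overlaps UCK2 on the opposite strand, which had 3293 reads per library against its own 2375. The largest fall was that of GDF15 (ENSG00000130513), from 2951 ± 597 to 598 ± 119 normalized counts (SD, n = 2 in each), a log2 fold change of -2.30 (standard error 0.167, adjusted p = 0.0013). AXL itself came second, ahead of ATP6V0D2 (ENSG00000147614) at -1.83 (standard error 0.119, adjusted p = 0.00113), LCN2 (ENSG00000148346) at -1.68 (standard error 0.226, adjusted p = 0.00504) and ELF3 (ENSG00000163435) at -1.38 (standard error 0.148, adjusted p = 0.00274). ELF3 shares sequence with overlapping genes of at most 29.5 reads per library, against 624 of its own. Both siAXL libraries lay beyond both siCt libraries in all 10 genes, as their selection required, and the smallest log2 fold change in size with 1 library left out was -1.17, in ELF3 without siCt 2. From the enriched processes and pathways, the paper proposes that the signature represents the loss of AXL and can be used to query pharmacogenomics databases.

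**Figure D2:**
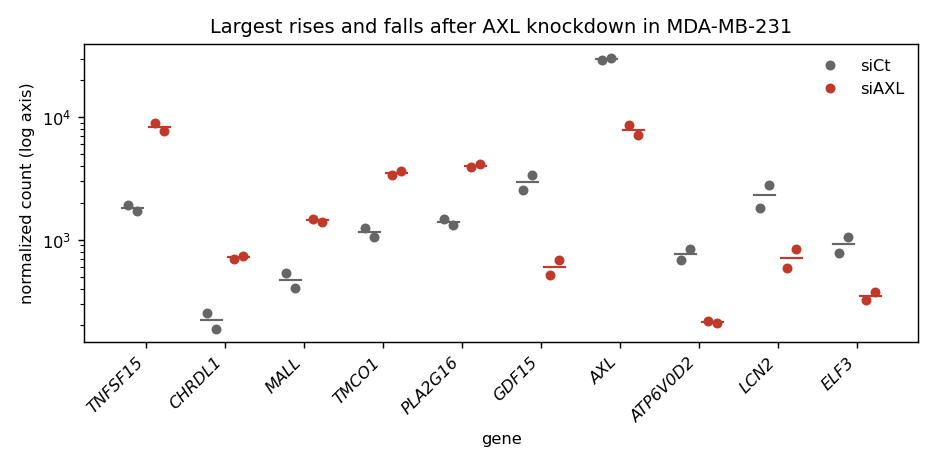
Normalized counts (log axis) in each library of the 5 genes with the largest rise and the 5 with the largest fall after AXL knockdown. Points are libraries, 2 of siCt in grey and 2 of siAXL in red, and lines are group means; the libraries of the 2 groups do not overlap in any of these genes, as their selection required.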

We next interrogated the Connectivity map (CMap), a database intersecting pharmacological drugs and genomics data, using our Bioconductor platform PharmacoGx to find known drugs that induce a response that mimics the *AXL* signature (Figure 1A) [14–16]. Approximately 50 compounds were identified (*P*-value < 0.05, Supplementary Table 1) which we reduced to the 10 compounds with the highest positive connectivity score (Figure 1B). Among the top hits, we found inhibitors of PI3K and mTOR whose pathways are known to be modulated downstream of AXL [5, 18] therefore validating our approach. The compound with the highest connectivity, STOCK1N-35696, is not well characterized and not currently used in the clinic. As such, it was not further investigated as part of our search for previously accepted drugs. Interestingly, four dopamine receptor (DR) inhibitors, belonging to the antipsychotic family of phenothiazines, were among the top hits in our screen (Figure 1B) [19]. Some members of this family of antipsychotics were recently reported to have effects on proliferation, apoptosis, stemness and migration in several cancer types including melanoma [20, 21], ovarian cancer [22, 23], breast cancer [24, 25], cervical and endometrial cancer [26] and lung cancer [27, 28]. Indeed, previous work has shown that DRs are enriched in leukemic and primary TNBC cancer stem-like cells, suggesting that THZ could act through these receptors to limit their expansion [29]. However, our RNA-seq data suggest that DRs are minimally expressed in MDA-MB-231 cells, implying that their mechanism of action is likely to be different in these cells. 

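The 5 dopamine receptor genes had few reads or none in these libraries. Over the 4 libraries together, DRD2 (ENSG00000149295) had 25 reads and DRD4 (ENSG00000069696) had 29, against 74879 for AXL. DRD1 (ENSG00000184845), DRD3 (ENSG00000151577) and DRD5 (ENSG00000169676) had 0 reads in each library. Of 20531 protein-coding genes, 65.6% had more reads than DRD2 and 65% more than DRD4, while 3970 had 0 reads as well. All 5 receptors were under the filter for low counts, so no difference between siCt and siAXL was tested for them.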

THZ and TFP have also been linked to a decrease in activity of PI3K/AKT pathway, however, the mechanism in this context remains unexplored [22, 23, 26]. In this study, we selected Thioridazine (THZ), Fluphenazine (FLZ) and Trifluoperazine (TFP) to further investigate their action on TNBC.

**Figure 1:**
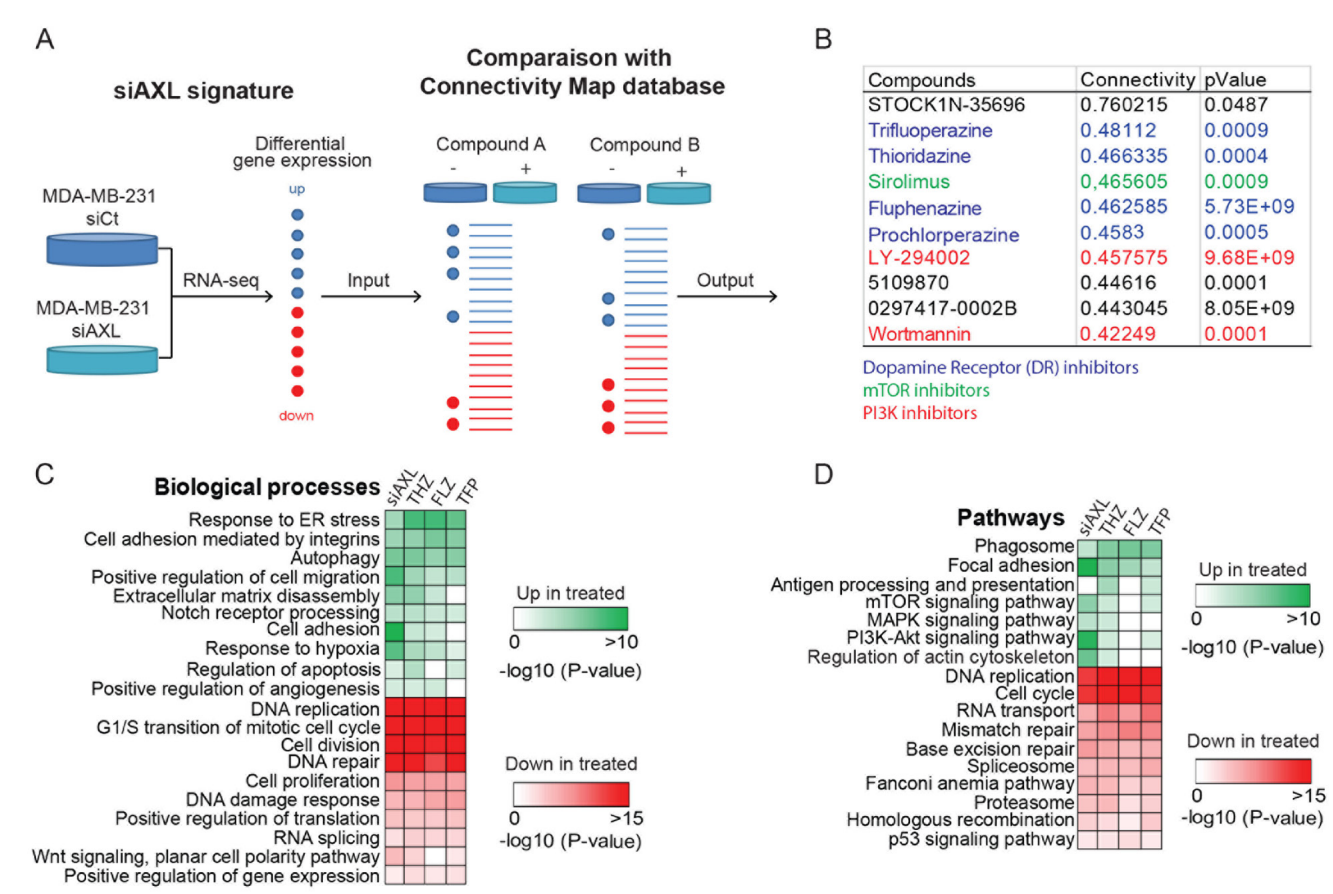
AXL knockdown gene expression signature in MDA-MB-231 is similar to the signature of a class of antipsychotics (**A**) Representation of the Connectivity map (CMap) approach used to define FDA- approved drugs that resemble AXL depletion in the MDA-MB-231 TNBC cell line. MDA-MB-231 cells treated with siCtl or siAXL were used to generate a gene expression signature that was compared to the CMap reference database to identify compounds that produce similar gene expression modulations. (**B**) Table of the top 10 hits with the best connectivity with the AXL knockdown signature. This CMap analysis includes a class of dopamine receptor inhibitors, the phenothiazines that were selected for further characterization. Other families of inhibitors are also highlighted. (**C**–**D**) The gene signatures changes induced by phenothiazines treatments were extracted from PharmacoGx and compared to our AXL knockdown signature. Gene Ontology analyses of the common modulated genes show the pathways and biological processes modulated by these treatments.

We next used PharmacoGx to extract the gene signatures of THZ, FLZ or TFP from CMap and identify the common gene expression patterns shared by cells when treated with these antipsychotics and compared these to the patterns obtained when AXL is depleted in MDA-MB-231 cells. By comparing Gene Ontology analyses across all treatments, we found that genes involved in the biological processes of cell migration, cell proliferation and apoptosis were modulated in all of the conditions (Figure 1C). Furthermore, genes involved in mTOR, MAPK and PI3K/AKT signaling pathways were also modulated, suggesting a possible mechanism of action for these drugs (Figure 1D). 

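For the siAXL condition, the apoptosis list did not shift as a whole. Its 47 genes tested had a median log2 fold change of -0.029 (camera adjusted p = 0.782), with 22 genes higher and 25 lower. The sign of the median turned with single libraries, to 0.0022 without siCt 2 and 0.0024 without siAXL 1. Of the 47 genes, 4 were higher and 5 lower at a limma adjusted p under 0.05. The gene signatures of the 3 drugs come from another database and were not analysed here.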

To further confirm the effect of these compounds in the context of TNBC, we also performed RNA sequencing of MDA-MB-231 treated with one of the phenothiazines, THZ, considering that all three drugs have a similar signature in CMap. Accordingly, we found that the pattern of biological processes and pathways modulated by THZ treatment to be similar to those found using the PharmacoGx datasets (Supplementary Figure 1D). Thus, these analyses suggest that these antipsychotics could be candidates for drug repurposing in TNBC.

### Phenothiazine-family antipsychotics reduce migration and invasion of TNBC cells

Since AXL is a driver of cell migration and invasion in TNBC cells [8], we investigated whether phenothiazines can interfere with these processes. As expected, targeting AXL either pharmacologically (using the small molecule inhibitor R428) or genetically through siRNA in MDA-MB-231 cells decreased cell migration speed as measured by live cell imaging (Figure 2A–2C, Supplementary Figure 2C, Supplementary Movie 1). Treatment of MDA-MB-231 cells with the phenothiazines similarly reduced cell migration (Figure 2A–2C, Supplementary Figure 2C, Supplementary Movie 1). Similar attenuation in cell migration was also observed when the TNBC cell line Hs578T was treated with THZ, FLZ or TFP (Supplementary Figure 2A). Similar to AXL pharmacological inhibition or siRNA-mediated depletion, treatment of MDA-MB-231 cells with phenothiazines also reduced cell invasion in a matrigel Boyden invasion assay towards serum (Figure 2D). However, only the treatment of Hs578T cells with FLZ and TFP, but not THZ, was able to decrease their invasion (Supplementary Figure 2B). Collectively, these results suggest that certain phenothiazine antipsychotics can reduce the motility and invasiveness of TNBC cells.

**Figure 2:**
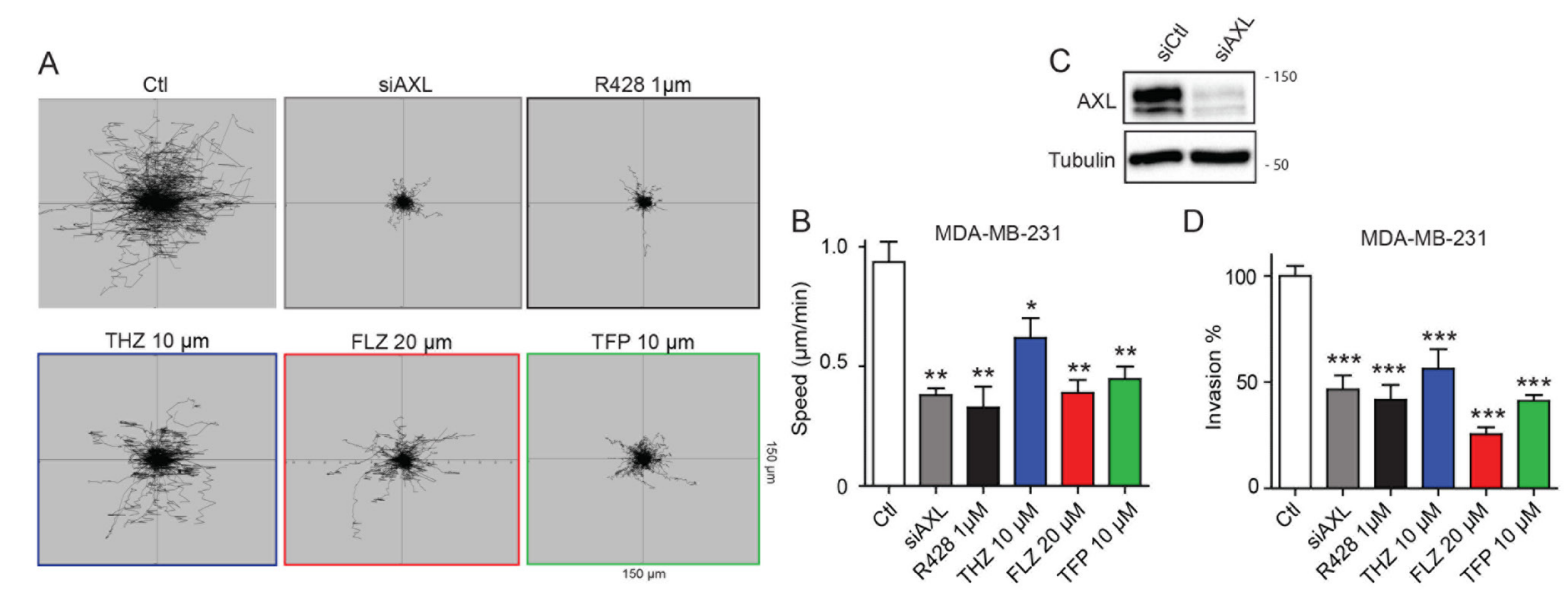
Treatments with THZ, FLZ and TFP reduces the migration potential of TNBC cells (**A**, **B**) Treatments with the indicated concentrations of phenothiazines reduce cell migration speed. The migration of MDA-MB-231 cells was tracked by time-lapse microscopy over a 6 h period in the presence of phenothiazines or AXL inhibitor or siRNA as positive controls. (^**^p = 0.0029, ^**^p = 0.0044, ^*^p = 0.0365, ^**^p = 0.0016) (*n* = 3). Data are represented as mean ± SEM. (**C**) Cells were transfected with the indicated siRNA and knockdown of AXL was validated by Western Blot. Equal loading of proteins between samples was confirmed by blotting against Tubulin. (**D**) Inhibition of AXL via siRNA and the small molecule inhibitor R428 or treatments with the antipsychotics reduce invasion of MDA-MB-231 cells in a Boyden invasion assay towards serum as an attractant (^***^p < 0.0001). (*n* = 3) Data are represented as mean ± SEM.

### Phenothiazines reduce the proliferation of TNBC cells

Further analysis of the RNA-Seq data revealed a shared effect of both AXL depletion and phenothiazine treatment on genes involved in cell proliferation, cell cycle and G1/S transition of the mitotic cell cycle (Figure 1C–1D, Supplementary Figure 3A). This prompted us to investigate whether phenothiazines might display anti-proliferative effect on TNBC cells. To test this, we used MDA-MB-231 cells engineered to express Luciferase (MDA-MB-231-Luc) and measured bioluminescence as a surrogate to quantify the number of cells at different time points of the treatment. 

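For AXL depletion, all 27 genes of the heat map were lower in siAXL than in siCt, and both siAXL libraries lay below both siCt libraries for each of them. Of the 27, 22 had a limma adjusted p under 0.05 over all genes tested, and 27 did when adjusted over the list alone. The paper shows these genes as downregulated in siAXL and does not say how they were chosen. Neither count is therefore taken as independent evidence. The median log2 fold change was -0.36, from -0.64 in CCNE2 to -0.20 in MCM4 (adjusted p = 0.0563 with DESeq2), and leaving out siAXL 1 brought the median to -0.25. The alternative that moved the count most was an adjusted p under 0.01, at which 6 genes were lower. With every gene of at least 1 count in any library tested, 7 genes had an adjusted p under 0.05. The phenothiazine signatures were not analysed here.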

We found that MDA-MB-231-Luc cells treated with either the AXL inhibitor R428 or phenothiazines displayed reduced proliferation in a dose-dependent manner (Figure 3A, Supplementary Figure 3B). Furthermore, BrdU flow cytometry analyses showed that both MDA-MB-231 and Hs578T cells treated with phenothiazines accumulate in G1/S (Figure 3B, Supplementary Figure 3C–3D). AXL inhibition with R428 led to the accumulation of cells in G1/S in MDA-MB-231 cells but this effect was not significant in Hs578T cells (Figure 3B, Supplementary Figure 3C–3D).

**Figure 3:**
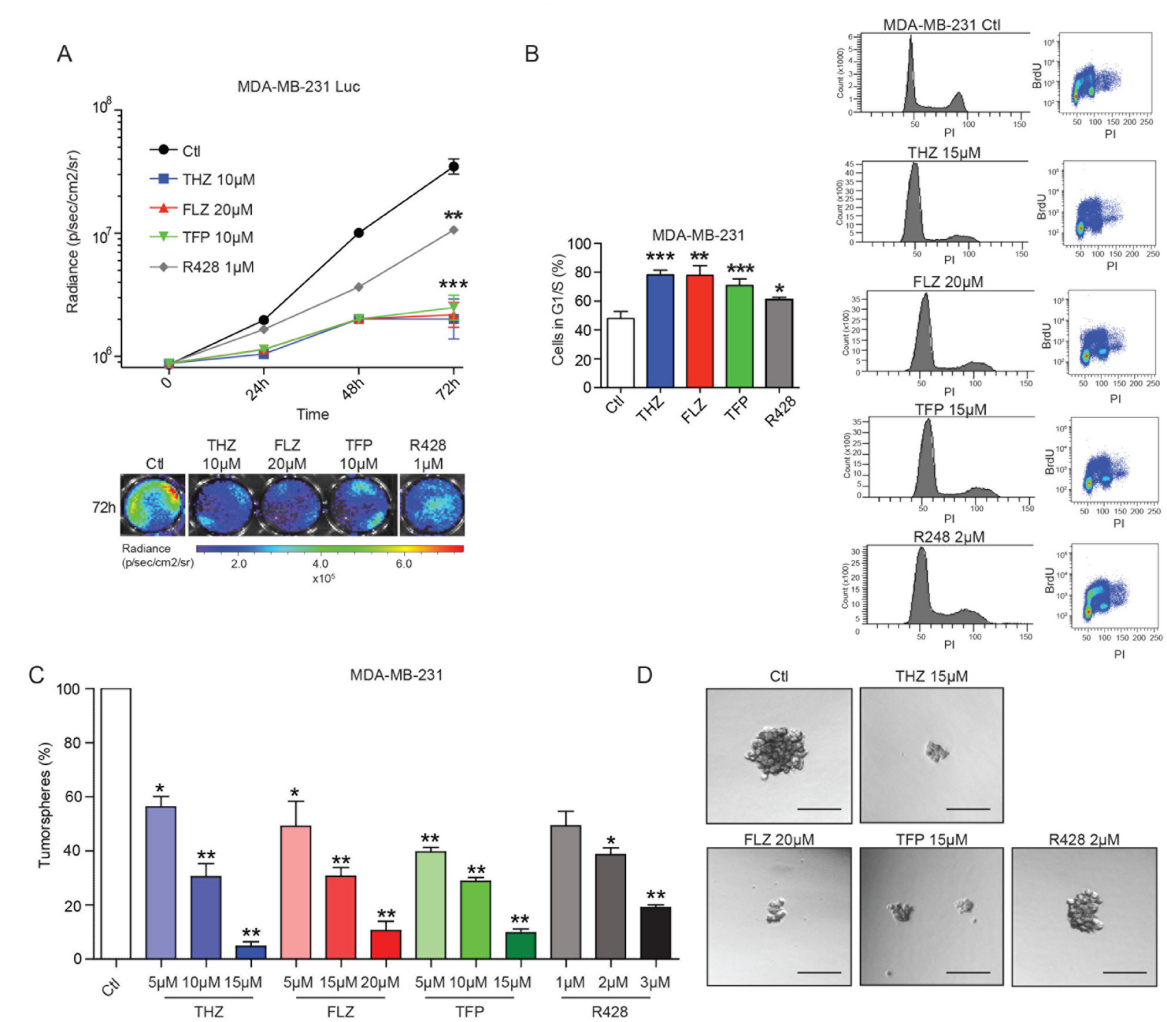
The phenothiazines reduce cell proliferation and induce cell cycle arrest of TNBC cells (**A**) The antipsychotics and AXL inhibitor R428 reduce the proliferation of the MDA-MB-231-Luc cells as shown by quantification of the luminescence signal (expressed in radiance) over a 72 h period (^***^p = 0.0002, *p* = 0.0009, ^**^p = 0.0041) (*n* = 4). (**B**) Treatments with the antipsychotics and R428 led to an increase in the number of cells in G1/S. Cell cycle analyses were done using FACS analyses of BrdU-stained MDA-MB-231 cells. (^***^p = 0.0009, ^**^p = 0.0033, ^**^p = 0.0041, ^*^p = 0.038) (*n* = 3). Data are represented as mean ± SEM. (**C**–**D**) Tumorspheres formation of MDA-MB-231 cells is inhibited by THZ, FLZ, TFP and R428 in a dose-dependent manner (^*^p = 0.0375, ^**^p = 0.0088, ^**^p = 0.0018, ^*^p = 0.0279, ^**^p = 0.0057, ^**^p = 0.0023, ^**^p = 0.0096, ^**^p = 0.0054, ^**^p = 0.0022, ^*^p = 0.0126, ^**^p = 0.0033) (*n* = 3). Scale bar, 150 μm. Data are represented as mean ± SEM.

We next tested whether phenothiazines can decrease TNBC progression in a more direct way. The ability of forming tumorspheres and to proliferate in suspension in an *in vitro* context is suggested to be mediated by a subpopulation of cells with stem cell-like traits [30, 31]. Being capable of self-renewal in addition to giving rise to a progeny of cancer cells, this subpopulation of cells is also believed to maintain tumor progression *in vivo* [30, 31]. As such, we tested the effect of the AXL inhibitor R428 or the phenothiazines on tumorsphere formation and found that treating either MDA-MB-231 or Hs578T TNBC cells with R428, THZ, FLZ or TFP led to a dose-dependent decrease in tumorsphere formation (Figure 3C–3D, Supplementary Figure 3E–3F). Together, these results demonstrate that phenothiazines have anti-proliferative effects and also suggest a potential role for these drugs in decreasing the progression of TNBC.

### Phenothiazines cooperate with paclitaxel to reduce tumorsphere formation

RNA-seq analyses also revealed a potential role for these compounds in apoptosis (Figure 1C). Indeed, we found that higher doses of phenothiazines promoted apoptosis and cell death, as determined by Annexin V and Propidium Iodide (PI) FACS analyses in MDA-MB-231 and Hs578T cells (Figure 4A–B, Supplementary Figure 4A–4B). In contrast, pharmacological inhibition of AXL with R428 or AXL depletion by siRNA did not induce apoptosis in either the MDA-MB-231 or the Hs578T cells, suggesting that broader, pleotropic effects may result from phenothiazine treatment in comparison to interfering with AXL function (Supplementary Figure 4C–4E). In agreement with these observations, viability of MDA-MB-231 cells was reduced by THZ, FLZ and TFP, but not by R428 treatment (Figure 4C).

**Figure 4:**
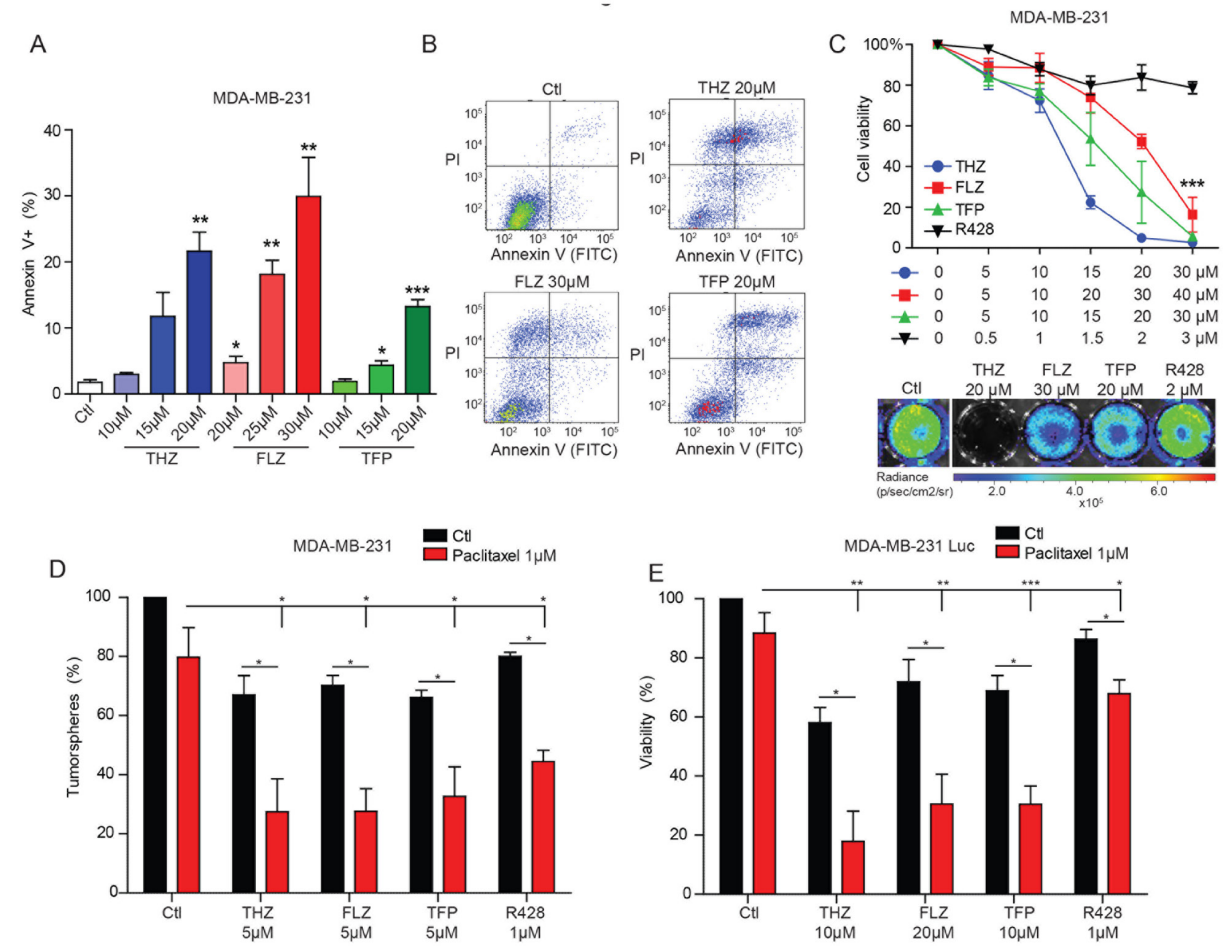
THZ, FLZ and TFP exhibit cytotoxic effects on TNBC cells (**A**, **B**) 24 h treatments with the antipsychotics induce apoptosis as evaluated by Annexin V and PI FACS analyses. (^**^p = 0.0024, ^*^p = 0.0473, ^**^p = 0.0017, ^**^p = 0.0089, ^*^p = 0.0369, ^***^p = 0.0006). (*n* = 3) Data are represented as mean ± SEM. (**C**) Phenothiazines reduce cell viability of MDA-MB-231-Luc cells as assessed by quantifying the bioluminescence signal after 24 h of treatment as a surrogate of cell number (^***^p < 0.0001). (*n* = 3) Data are represented as mean ± SEM. (**D**, **E**) The combination of paclitaxel and the antipsychotics or R428 increases the inhibitory effect of these drugs on tumorspheres formation and cell viability (^*^p = 0.0251, ^*^p = 0.0143, ^*^p = 0.0292, ^*^p = 0.0298/^*^p = 0.0187, ^*^p = 0.0209, ^*^p = 0.0294, ^**^p = 0.0034, ^**^p = 0.0014, ^**^p = 0.0033, ^***^p = 0.0008, ^*^p = 0.0466). (*n* = 3) Data are represented as mean ± SEM.

Based on the observed anti-proliferative and pro-apoptotic effects of the phenothiazines, we asked whether these drugs might sensitize TNBC cells to the conventional chemotherapy treatment currently used to treat this form of breast cancer in the clinic [1, 4]. We tested whether the combination of the phenothiazines or R428 might cooperate with the chemotherapeutic paclitaxel to decrease tumorsphere formation and cell viability. While treatment with a suboptimal dose of paclitaxel alone did not show a significant effect, the combination with phenothiazines or R428 severely impaired tumorsphere formation and cell viability (Figure 4D–4E, Supplementary Figure 4F). These findings suggest that phenothiazines may warrant testing in the clinic as a means to sensitize the tumor cells to standard chemotherapy.

### THZ, FLZ and TFP affect the PI3K/AKT/mTOR and MAPK signalling pathways in TNBC

Phenothiazines are known to target dopamine receptors [19], yet our transcriptomics analyses revealed that MDA-MB-231 cells do not express significant amounts of the dopamine receptor family (Supplementary Figure 5A). 

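At the depth of these libraries, DRD2 had 0.199 CPM in siCt 1 (95% exact Clopper-Pearson interval 0.0912 to 0.378), 0.0251 in siCt 2 (0.000636 to 0.140), 0.205 in siAXL 1 (0.0936 to 0.389) and 0.136 in siAXL 2 (0.050 to 0.296). DRD4 had 0.199 CPM in siCt 1 (0.0912 to 0.378), 0.151 in siCt 2 (0.0553 to 0.328), 0.136 in siAXL 1 (0.0501 to 0.297) and 0.182 in siAXL 2 (0.0784 to 0.358). The absence of reads on DRD1, DRD3 and DRD5 allows up to 0.0665 CPM in siCt 1, 0.0754 in siCt 2, 0.0682 in siAXL 1 and 0.0681 in siAXL 2. AXL had 674 CPM in siCt 1, 710 in siCt 2, 203 in siAXL 1 and 165 in siAXL 2. Intervals and limits cover counting error only, since reads made by PCR are not independent molecules. Library sizes were scaled by edgeR's TMM method, and on the plain sum of reads each CPM of DRD2 and DRD4 stayed within its interval.

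**Figure D3:**
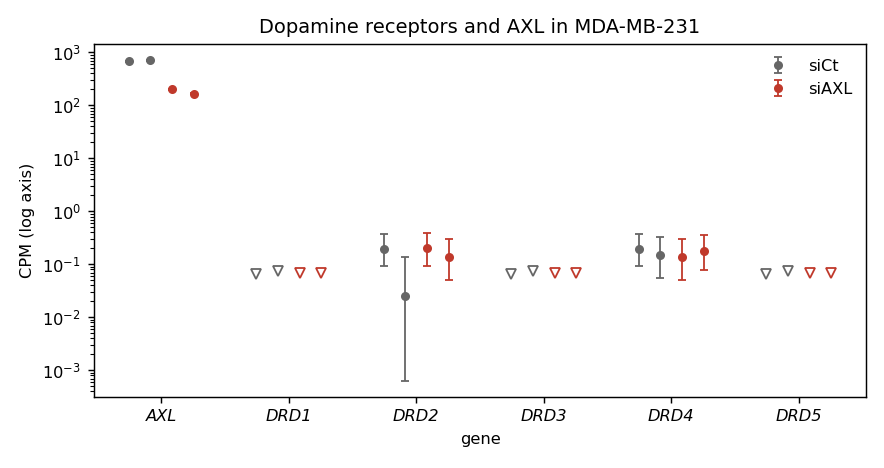
CPM (log axis) of AXL and the 5 dopamine receptor genes in each library, 2 of siCt in grey and 2 of siAXL in red. Circles are CPM with 95% exact intervals and open triangles are the limit that a count of 0 allows; the receptors lie at or below 0.205 CPM and AXL at or above 165 CPM.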

We therefore investigated the mechanism of action of phenothiazines in TNBC cells. Since the *AXL* depletion gene signature was similar to that induced by phenothiazine treatment, we hypothesized that these drugs might be inhibiting AXL directly. To test this, we measured AXL phosphorylation levels (as a readout of its activation) upon treatment of MDA-MB-231 or Hs578T cells with the phenothiazines and found that it was unaffected, implying that these antipsychotics do not directly target AXL (Supplementary Figure 5B–5C).

Because not all of the characterized effects of phenothiazines on cell viability are reproduced with AXL inhibition (Figure 4C, Supplementary Figure 4C–4D), we reasoned that these treatments might have both overlapping and non-overlapping effects. This led us to test whether co-treatment of TNBC cells with R428 together with phenothiazines might result in an additive or synergistic effect on cell invasion or survival. Indeed, we found that the combination of R428 with the antipsychotics had a greater effect on cell invasion and viability than either treatment alone (Supplementary Figure 5D–5E).

Examination of the RNA-Seq analyses suggested that one mechanism of action for the phenothiazines might be through the PI3K-AKT, mTOR and MAPK signaling pathways (Figure 1C). Notably, the PI3K/AKT pathway was previously shown to be modulated by these drugs in different cancer types [22, 23, 26]. In the context of TNBC cells, we found that the phosphorylation levels of AKT, mTOR and ERK were reduced upon treatment with phenothiazines in MDA-MB-231 cells (Figure 5A–5D). In Hs578T, we observed a similar effect of phenothiazines on the activation levels of mTOR and AKT. However, the effects of the drugs were less consistent on ERK activity (Supplementary Figure 5F–5I). Thus, phenothiazines dampen the signalling from PI3K/AKT/mTOR and, to some extent, MAPK pathways in TNBC cells.

**Figure 5:**
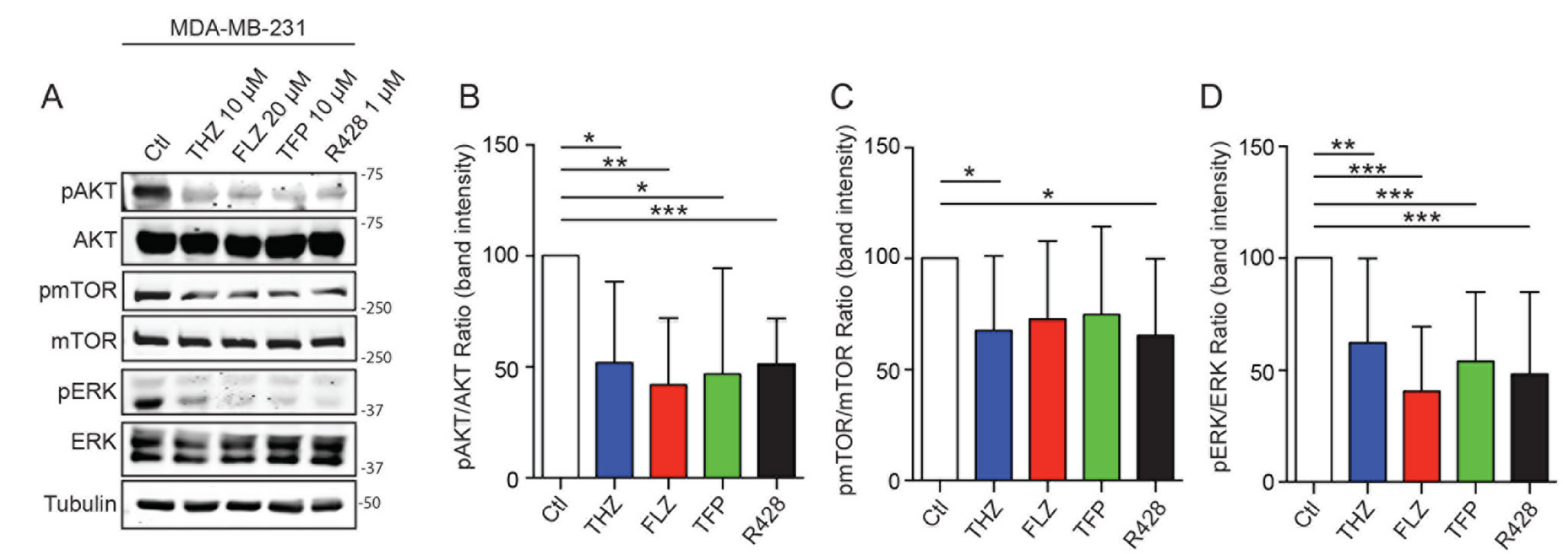
Phenothiazines treatments on TNBC affects PI3K/AKT/mTOR and MAPK pathways (**A**) THZ, FLZ, TFP and R428 reduce the phosphorylation of mTOR, ATK and ERK in MDA-MB-231. (**B**–**D**) Quantification of the phosphorylation intensity was done by measuring a ratio of band intensity of the phosphorylation signal over the signal of the total protein and is presented relative to the control condition for each protein. (^*^p = 0.0188, ^**^p = 0.0025, ^*^p = 0.0377, ^***^p = 0.0008 / ^**^p = 0.0084, ^***^p < 0.0001, ^***^p = 0.0004, ^***^p = 0.0006 / ^*^p = 0.0400, ^*^p = 0.0342). (*n* = 6–8) Data are represented as mean ± SEM.

### THZ, FLZ and TFP reduce tumor growth and metastasis *in vivo*

To investigate the therapeutic value of these drugs *in vivo*, MDA-MB-231-Luc cells were grafted in the mammary fat pads of nude mice and tumors were allowed to grow for one week prior to treatment with the different phenothiazines as illustrated in Figure 6A. These experiments revealed that tumor growth, as measured by tumor diameter, was significantly impaired in treated mice compared to the untreated controls (Figure 6B–6C). Furthermore, cell proliferation, as assessed by Ki67 staining, was decreased (Figure 6D). Cell apoptosis, as assessed by a TUNEL assay, was increased in these tumors (Figure 6E). These results not only explained the observed *in vivo* phenotypes but also confirmed the *in vitro* effects observed in Figures 3–4.

**Figure 6:**
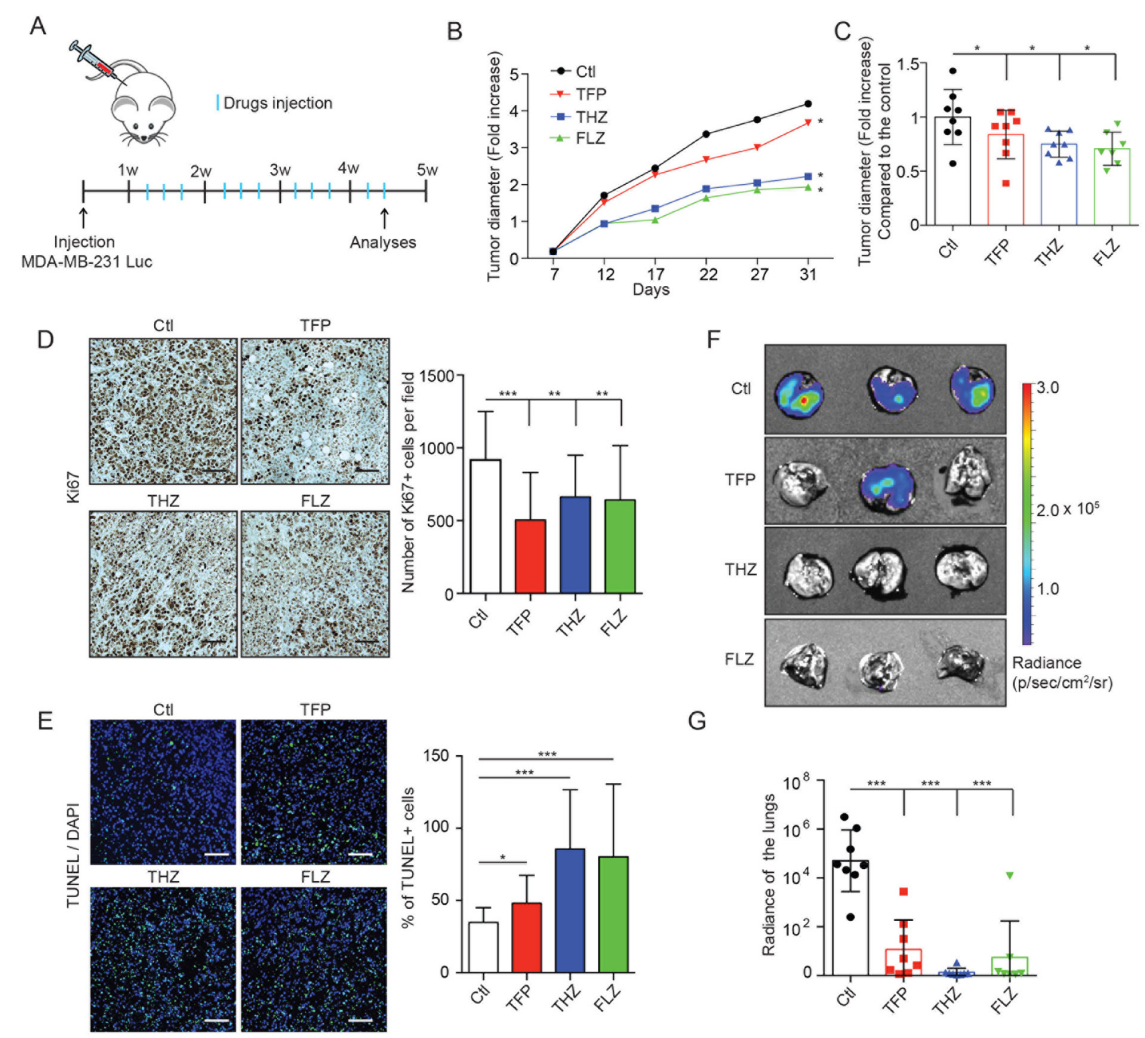
THZ, FLZ and TFP treatments reduce tumor growth and metastasis *in vivo* (**A**) Schematic showing the treatment of nude mice bearing mammary fat pad xenografts of MDA-MB-231-Luc cells. (**B**, **C**) Treatments of mice with MDA-MB-231-Luc mammary fat pad grafts with the antipsychotics reduce tumor growth. Tumor diameters were measured before the beginning of the treatments (7 days after the graft) to quantify the fold increase overtime. To make the growth curve, the tumor diameters were measured twice a week. (^*^p = 0.0242, ^*^p = 0.0197, ^*^p = 0.0344). (*n* = 8) Data are represented as mean ± SEM. (**D**) Tumors treated with THZ, FLZ and TFP showed reduced proliferation. Immunohistochemistry detection of Ki67 using DAB staining was done on primary tumors and Hematoxylin was used as a counterstain to reveal the nuclei. (^***^p < 0.0001, ^**^p = 0.0067, ^**^p = 0.0043) (*n* = 5) Scale bar: 50μm Data are represented as mean ± SEM. (**E**) Treatments with phenothiazines *in vivo* increased apoptosis shown by TUNEL fluorescent staining with DAPI as a counterstain for the nuclei. (^*^p = 0.0415, ^***^p < 0.0001, ^***^p = 0.0003) (*n* = 5) Scale bar: 50 μm Data are represented as mean ± SEM. (**F**, **G**) Treatments with THZ, FLZ and TFP reduce the metastatic progression of MDA-MB-231-Luc xenografts to the lungs. Representative images of lungs showing metastases. 31 days after tumor graft, at the end point of the growth experiments, mice were injected with Luciferin and lungs were dissected and imaged for bioluminescence signal to quantify the metastases. (^***^p < 0.0001). Data are represented as mean ± SEM.

Because 90% of cancer-related deaths are caused by metastasis and since AXL plays a major role in this process, we investigated whether phenothiazine treatment also impacted the metastatic progression of injected TNBC cells. The lungs of the mice, which are the preferred metastatic site of MDA-MB-231 cells in this spontaneous model of metastasis, were harvested at the experimental endpoint and were found by bioluminescence imaging to have a decreased metastatic burden as compared to untreated control animals (Figure 6F–6G). Furthermore, while the combination of the phenothiazines and paclitaxel *in vivo* tended to decrease the tumor growth and the metastatic burden, the difference between the single and the combined treatments were not statistically significant at the drug doses used (Supplementary Figure 6A–6B). Collectively, these results demonstrate that THZ, FLZ and TFP treatments can decrease tumor growth and the metastatic progression of TNBC cells *in vivo*, making these drugs a viable option for repurposing in the clinic.

## DISCUSSION

Managing TNBC represents such a major clinical challenge that novel therapeutic approaches are needed to significantly improve the survival and the quality of life of affected patients. Drug repurposing using pharmacogenomic approaches has emerged as a powerful resource to decrease the cost and time taken to translate novel treatment options from the bench to the bedside. In this study, we demonstrated that the gene expression signature resulting from *AXL* depletion can be used to identify potential drugs to repurpose against TNBC. Using the PharmacoGx platform, we were able to uncover members of a class of antipsychotics (THZ, FLZ and TFP) with the potential to antagonize TNBC progression. These compounds are typically described as dopamine receptor antagonists and have been used in the clinic to treat schizophrenia and other psychotic disorders [19]. Interestingly, some studies have demonstrated that schizophrenia patients have a low prevalence of melanoma that could be attributed to their treatment by neuroleptics, suggesting that these antipsychotic drugs might have a protective role against cancer [32, 33].

THZ was suggested to act on cancer cells via dopamine receptors that are expressed by a population of breast cancer and AML cells having stem cell-like properties [29]. Nonetheless, in our case, transcriptomic analyses revealed that MDA-MB-231 cells do not express significant amounts of the dopamine receptor family suggesting that these drugs may have different target(s) in TNBC cells. In agreement with our observations, a recent study investigated the effects of THZ on a panel of TNBC cells relative to their DRD2 expression [25]. While they found that THZ treatment of cells expressing DRD2 reduced their self-renewal and sphere formation via the DRD2/STAT3/IL-6 pathway, cell proliferation and survival were affected in a DRD2-independent manner in all cell lines via an unknown mechanism. Our study demonstrates that the effect of phenothiazines on proliferation and survival of TNBC cells expressing low levels of DRD2 could be mediated by decreasing the activity of the PI3K/AKT/mTOR and, to some extent, MAPK pathways. Interestingly, a similar pharmacogenomic approach that exploited a gene signature of AKT pathway inhibition identified the same three antipsychotics and suggested that at least THZ and TFP may be functioning through inhibition of the PI3K/AKT pathway [22, 23, 26]. While these findings suggest that phenothiazines may act directly on these signaling molecules, further work is needed to determine their exact targets in addition to DRD2.

The effects of phenothiazines seem to be cancer cell-dependent. Hs578T cells did not react in exactly the same manner as MDA-MB-231 cells and this is probably due to their different mutational profiles. The exact target(s) of phenothiazines in these cells should be determined to better understand the differences we and others have observed. Interestingly, we also determined that co-treating the TNBC cells with the AXL inhibitor R428 and phenothiazines further inhibited cell invasion and survival. These results suggest that there might be both common and unique effectors for these drugs. In fact, it is possible that the combination of these two drugs that individually affect PI3K/AKT signalling can further reduce cancer aggressiveness.

Members of the phenothiazine class of drugs have been shown to decrease proliferation and survival of different type of cancer cells [20, 22, 23, 25–27]. In this study, we report that THZ, FLZ and TFP have a negative impact on cell migration and invasion, proliferation and viability *in vitro* using TNBC cell lines as models. We also demonstrate that these drugs robustly decrease metastasis *in vivo* in nude mice. In addition, the treated mice did not show any alarming physical side effect at the end of the experiments (as assessed by weight measurements) other than drowsiness. Notably, it is hard to compare the doses we used in these experiments to those used in treated patients, especially since the mode of administration is different and the pharmacokinetics (blood concentrations, half-life and metabolism) of these compounds is unknown in our studies. However, because phenothiazines are FDA-approved and used in the clinic, their tolerability and toxicity levels in humans are already known. As such, the drowsiness side effect in mice remains a minimal issue to be addressed in future work. Indeed, further studies on TNBC pre-clinical models would complement our study before repurposing these drugs for TNBC patients with the goal of defining the most effective dosage in terms of diminishing tumor burden and metastatic incidences while minimizing the associated side effects.

Currently, advanced TNBC is mainly managed by chemotherapy. The lack of targeted therapies for this disease and the risk of developing resistance constitute bottlenecks in patient care and therapeutic strategies. AXL is a known mediator of resistance to different therapies including Receptor Tyrosine Kinase inhibitors, chemotherapeutics and radiation [5]. Therefore, the *AXL* gene signature identified here has the potential to reveal drugs that could sensitize TNBC cells to traditional therapies. Indeed, our work on TNBC cells and other studies in different cancer cell types have shown that phenothiazines can increase the sensitivity to traditional therapies including chemotherapy and radiotherapy [27, 34, 35]. Nonetheless, most of the studies, including our own, have been carried out using immunocompromised mice and it has been established that immune cells greatly modulate the efficacy of traditional therapies. Nevertheless, immunocompetent mouse cancer models were successfully treated with THZ in two different studies, suggesting that the effect on tumor growth is maintained in immunocompetent models [21, 24].

Altogether, we show that THZ, FLZ and TFP are potential candidates to be repurposed for the treatment of TNBC due to their ability to limit tumor growth and metastatic burden in mouse models. Metastasis being an undefeatable clinical obstacle, these drugs could be a new approach to test for improving the survival and quality of life of TNBC patients. In conclusion, our pharmacological approach, using an *AXL* gene signature, facilitated the identification of approved and clinically available drugs for repurposing in the treatment of TNBC. Thus, the identified compounds hold potential for TNBC treatment and constitute good candidates for further clinical testing in combination with current chemotherapeutic approaches.

## MATERIALS AND METHODS

### Cell culture and treatments

Human breast cancer cells MDA-MB-231-Luc [36] and Hs578T were maintained in DMEM with 10% FBS supplemented with ZellShield (Minerva). Cells were treated with Thioridazine (Sigma), Fluphenazine (Sigma), Trifluoperazine (Sigma), R428 (Apexbio) and paclitaxel (Sigma) at the indicated concentrations and time. Phenothiazines were resuspended in water and R428 and paclitaxel in DMSO. For experiments including siRNA, cells were transfected with a control siRNA or an ON-TARGET Smart Pool siRNA specific to AXL (Dharmacon) using Lipofectamine 2000 (Thermo Fisher Scientific).

### RNA sequencing and pharmacogenomics analyses

Total RNA was extracted from cells of the indicated treatments using the RNeasy column kit (QIAGEN). Deep sequencing was performed using the Illumina HiSeq 2000 platform at the Génome Québec Innovation Centre (McGill University). The differential expression measurements were performed with DESeq2 v1.4.5. GEO accession number: GSE120268. Gene ontology analyses were conducted using Gene Ontology Consortium [37] and GSEA v2.1.0 (Gene Set Enrichment Analysis) [17, 38]. For pharmacogenomics analysis, we used the PharmacoGx platform (version 1.1.5) to leverage the Connectivity Map data for drug repurposing analyses [14].

### Invasion assay

Boyden cell invasion assays were performed using 8 μm pore Boyden Chambers (Costar) with the upper chamber coated with 6 mL of Matrigel (BD Biosciences). 50,000 cells were seeded in the top chamber and allowed to invade for 16h toward the bottom chamber containing 10% FBS in DMEM. Cells were then fixed with 4% PFA and stained using SlowFade Gold reagent (Invitrogen) before counting the cells that migrated to the underside of the membrane using Leica DM6 microscope. Each experiment was performed in triplicate.

### Cell migration analysis by time-lapse microscopy

Cell migration tracking experiments were conducted as described in reference [10]. For most experiments, 24 h prior to imaging, cells were plated in 12 well plates and drugs were added 1h before imaging. For cell migration tracking on collagen, cells were plated in serum-free media in 12 well plates coated with collagen (5 μg/cm^2^) 2 h prior imaging cells. Drugs were added 1h before imaging. To generate time-lapse movies, pictures were taken every 10 minutes for 6h with a DM IRE2 microscope (Leica) equipped with an automated stage and controlled environment (PECON). Orca-ER Model C-4742 digital camera (Hamamatsu) was used and migration speed data and plots were generated with Volocity software (PerkinElmer Life and Analytical Sciences). For collagen plated experiments, quantification was done manually using Fiji. Briefly, 90 healthy cells per conditions were tracked manually for at least 20 pictures and average speed was used to compare conditions.

### Proliferation and cell viability assays

MDA-MB-231 expressing Luciferase were plated in 24 well plates and left to adhere for 24 h. The next day, the indicated concentration of drugs were added to the wells and Beetle Luciferin (Promega) was used to quantify the cells using the Xenogen IVIS 200 with Living Image 4.2 software (PerkinElmer). For proliferation, the plates were imaged after 24 h, 48 h and 72 h of treatment and for the viability assay, the plates were imaged after 24 h.

### Flow cytometry analysis

For cell cycle analysis, cells were treated as indicated in the figures for 24 h. BrdU (BD Pharmingen) was incorporated in cells for 2 h and cells were then fixed with EtOH. Denaturation was then done using 2N HCl that was neutralised with Na_2_B_4_O_7_. Anti-BrdU (BD Pharmingen) was then incubated 1h followed by a secondary antibody Alexa-Fluor 350 (Life Technologies) and counterstained with Propidium Iodide (PI) (Sigma-Aldrich). For apoptosis analysis, cells were stained using Annexin V-FITC (Abcam) and counterstained with PI. All FACS acquisitions and analysis were done using BD LSR Fortessa and FACSDiva software (BD).

### Tumorsphere formation assay

MDA-MB-231 and Hs578T cells were plated into low adherence plates in DMEM/F12 media supplemented with 0.4% FBS, EGF (20 ng/mL), FGF (10 ng/mL), Insulin (5 μg/mL) and B27 supplements (Invitrogen 17504-044) as described in [39]. Briefly, compounds were added at time of the plating in the tumorsphere media at indicated concentration and kept during all the experiment. 7 days later, the number of tumorspheres was determined manually using a DM IRE2 microscope (Leica).

### Western blot analyses

Cells were treated with the indicated drugs for 1 h before they were lysed in NP-40 buffer (150 mM NaCl, 50 mM Tris pH 7.5, 1% Nonidet P-40) supplemented with complete protease (Roche) and phosphatase inhibitors (Sodium Orthovanadate 1 μM, NaF 0,5 M). Proteins were quantified using the DC Protein Assay Kit (Bio-Rad) and a total of 80 μg of protein lysate was separated by SDS/PAGE to be detected by immunoblotting using Li-Cor technology.

### Antibodies

FACS: Anti-BrdU (1:200, BD Pharmingen). Western Blot: mTOR (1:1000, Cell Signaling), p-mTOR (1:1000, Cell signaling), AKT (1:1000, Cell signaling), p-AKT Ser473 (1:1000, Cell Signaling), ERK1/2 (1:1000, Cell Signaling), p-ERK Thr202/Tyr204 (1:1000, Cell Signaling), AXL (1:10 000, Genscript), p-AXL Tyr702 (1:1000, Cell Signaling) and Tubulin (1:10 000, Sigma).

Secondary antibodies: goat anti-rabbit IgG (IRDye 680RD, 1:10 000) and goat anti-mouse IgG (IRDye 800CW, 1:10 000) were purchased from Li-Cor.

### Animal experiments

A total of 32 Nude female mice were purchased from Jackson Laboratories and used at 3 weeks of age. Mice were housed in a specific pathogen-free (SPF) facility and experiments were approved by the Animal Care Committee of the Institut de Recherches Cliniques de Montréal (IRCM) and complied with the Canadian Council of Animal Care guidelines. For the experiments 4 groups of 8 mice were made randomly.

### Mammary fat pad grafts experiments and bioluminescence imaging

Mammary fat pad xenografts in Nude mice and bioluminescence imaging were previously described [10]. Briefly, a total of 10^6^ MDA-MB-231-Luc cells were injected in the cleared mammary fat pad of Nude mice of 3 weeks of age. The treatments began 10 days after the graft. Thioridazine (25 mg/kg), Fluphenazine (40 mg/kg), Trifluoperazine (25 mg/kg) and paclitaxel (10 mg/kg) were injected intraperitoneally 3 times a week for 4 weeks. Phenothiazines were administered in a PBS solution and paclitaxel was administered in corn oil. Tumor diameter was measured before the beginning of the treatment (10 days after the graft) to quantify the fold increase overtime. Randomisation was performed for injection and treatments.

To detect lung metastasis, 300 mg/kg of Beetle Luciferin (Promega) solution was injected intraperitoneally 10 minutes before harvesting the lungs for imaging. Bioluminescence imaging was done using a Xenogen IVIS 200 (PerkinElmer) and the Living Image 4.2 software. To measure bioluminescence, radiance was calculated for each lung using a circular region of interest.

### Immunohistochemistry (IHC) and TUNEL assay

Paraffin embedded tumors were cut at 5 μm and deparaffinized in xylene then rehydrated with an ethanol gradient. An antigen retrieval protocol was applied using 10mM Sodium citrate (pH 6) prior to blocking the sections in 3% H_2_O_2_. Sections were permeabilized with PBSTT (1X PBS, 0,5% Triton-X100, 0,02% Tween) and slides were further blocked in PBSTT containing 1% BSA. The sections were consequently incubated with a primary antibody against Ki67 (1:250, Medicorp), a biotin-conjugated anti-rabbit IgG secondary antibody (1:1000, BA-1000 Vector Laboratories) and a Streptavidin-HRP ternary antibody (1:1000, BD Pharmingen). DAB detection kit (Vector Laboratories) was then used to reveal the staining and a counterstain using Mayer’s Hematoxylin solution (Sigma) was performed. Apoptosis detection was performed following DeadEnd Fluorometric TUNEL system (Promega) and Hoechst was used to counterstain the nuclei (Thermo Fisher Scientific).

### Statistics

Data are presented as mean ± SEM from 3 or more independent experiments. Statistical analyses were performed using GraphPad Prism Software and the Student’s *t* test (comparison of two independent groups). *P*-values < 0.05 were considered as significant (^*^p < 0.05, ^**^p < 0.001, ^***^p < 0.0001).

## SUPPLEMENTARY MATERIALS FIGURES, TABLE AND VIDEO

## Abbreviations

EMT: Epithelial to Mesenchymal Transition
FLZ: Fluphenazine
TNBC: Triple Negative Breast Cancer
THZ: Thioridazine
TFP: Trifluoperazine

# Supplementary material for: AXL knockdown gene signature reveals a drug repurposing opportunity for a class of antipsychotics to reduce growth and metastasis of triple-negative breast cancer
**Source:** Oncotarget. 2019 Mar 12;10(21):2055–67. doi: 10.18632/oncotarget.26725
**Supplement:** Supplementary file 1

# AXL knockdown gene signature reveals a drug repurposing opportunity for a class of antipsychotics to reduce growth and metastasis of triple negative breast cancer

## SUPPLEMENTARY MATERIALS

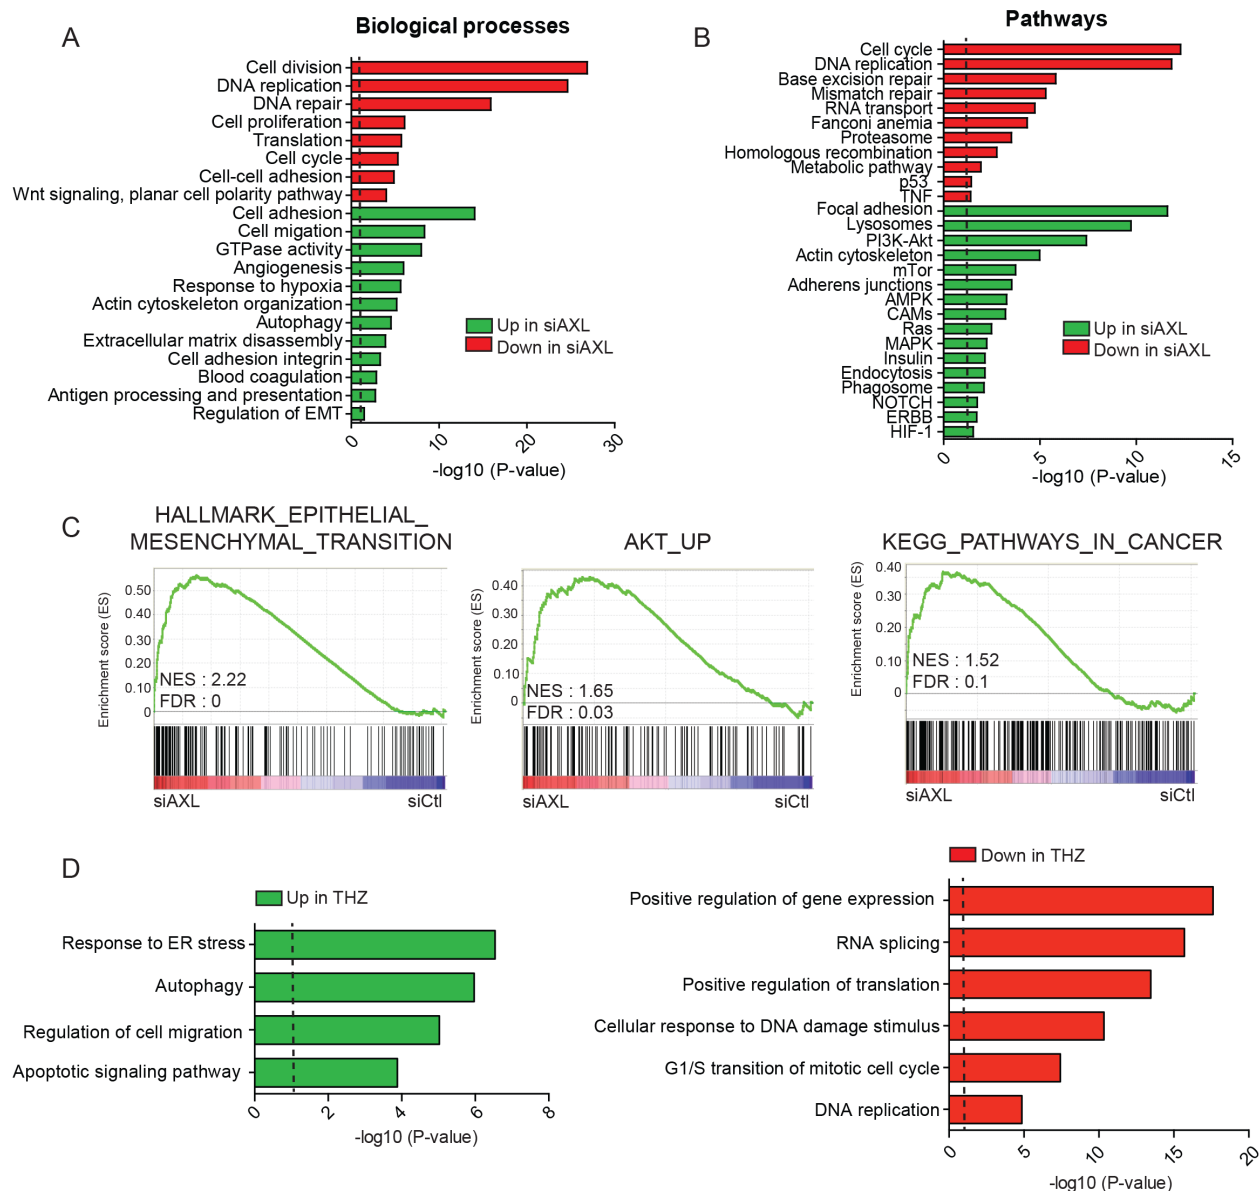

**Supplementary Figure 1: Gene expression signature of AXL knockdown in MDA-MB-231 reflects AXL roles in different biological processes and oncogenic pathways.** (A–B) Gene Ontology of MDA-MB-231 siAXL gene signature showing modulated biological processes and pathways. (C) GSEA analysis of the AXL depletion gene signature presents a role for AXL in EMT, AKT signaling and other general pathways implicated in cancer. (D) Gene Ontology of MDA-MB-231 treated with 10  $\mu$ M THZ for 6 h present similar features found in siAXL signature.

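Gene lists for further processes of these panels gave the following values in siAXL against siCt. The 29 genes of DNA mismatch and base excision repair had a median log2 fold change of -0.22 (camera adjusted p = 2.49e-05), with 24 genes lower, 12 of them at a limma adjusted p under 0.05. The proteasome list, with 39 genes, had a median of -0.11 (camera adjusted p = 0.000131, fry adjusted p = 0.173), and leaving out siAXL 1 brought it to -0.043. The 78 ribosomal protein genes tested had a median of -0.076 (camera adjusted p = 0.00366), with 63 genes lower but only 2 of these at an adjusted p under 0.05. This median was -0.022 without siAXL 1, -0.044 without siCt 2 and -0.12 without siAXL 2. The ribosomal list lost its call under fry (adjusted p = 0.510), Fisher's exact test of the called genes (0.988), and removal of the GC and length trend (0.198). In the other direction, the hypoxia list had a median of 0.39 (camera adjusted p = 2.33e-12), with 36 of 41 genes higher. The endoplasmic reticulum stress list was at 0.17 (camera adjusted p = 4.31e-05), with 32 of 40 genes higher. The lysosome list was at 0.17 (camera adjusted p = 1.02e-05), with 61 of 81 genes higher, and was not called under fry (adjusted p = 0.0686).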

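Of the EMT list, the members with the smallest limma adjusted p-values in the direction of its median were NT5E, LOX and SERPINE2. NT5E (ENSG00000135318), a surface nucleotidase, rose from 14865 ± 1088 to 35693 ± 919 normalized counts (SD, n = 2 in each), a log2 fold change of 1.27 (standard error 0.0676, adjusted p = 0.000692). LOX (ENSG00000113083), which encodes lysyl oxidase, rose by 0.77 (standard error 0.0577, adjusted p = 0.00136), and SERPINE2 (ENSG00000135919) by 0.86 (standard error 0.0653, adjusted p = 0.00136). RGS4 (ENSG00000117152) went the other way, from 403 ± 8.13 to 230 ± 6.04 normalized counts (SD, n = 2 in each), a log2 fold change of -0.81 (standard error 0.0992, adjusted p = 0.00384).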

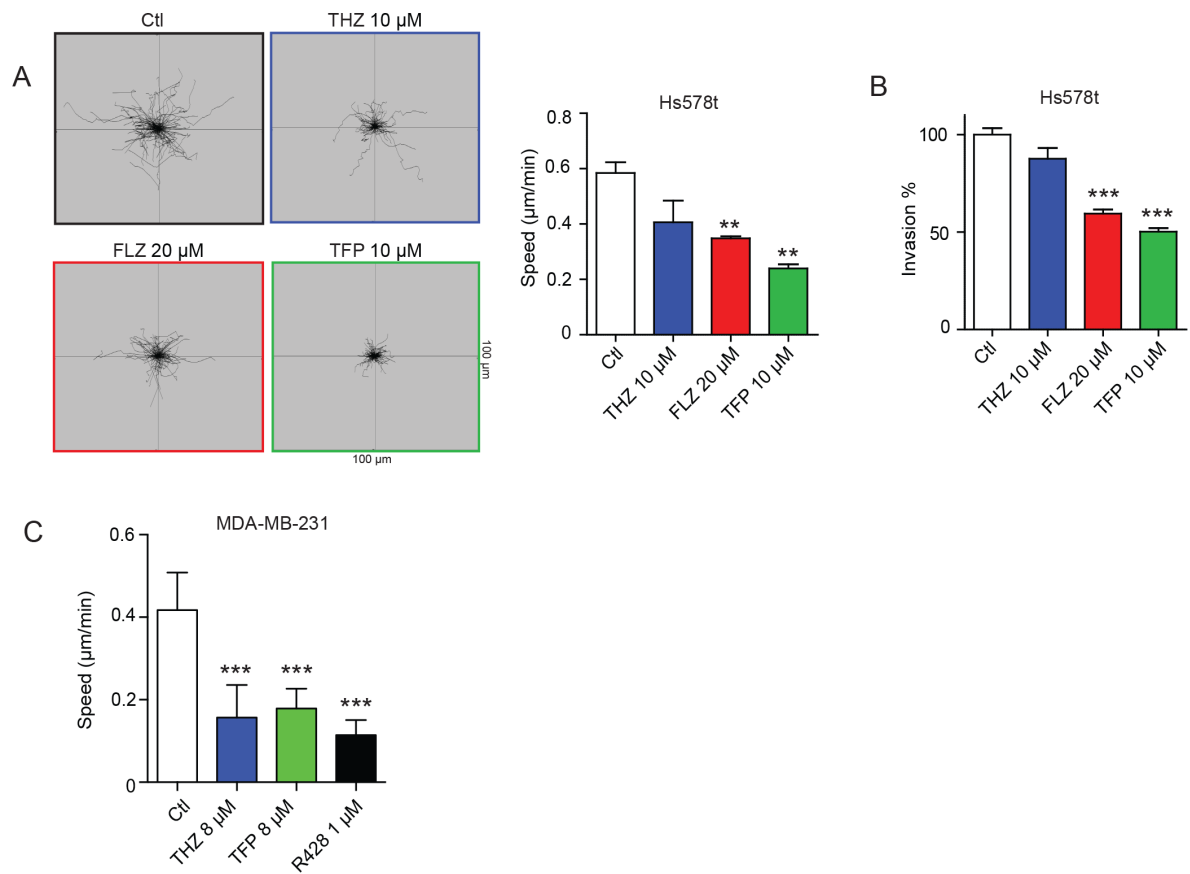

**Supplementary Figure 2: Treatment with THZ, FLZ and TFP reduces the migration ability of Hs578t TNBC cells.** (A) Time-lapse experiments over a 6 h period in the presence of phenothiazines show that these treatments reduce the migration speed of Hs578t TNBC cells ( $**p = 0.0039$ ,  $**p = 0.0012$ ). Data are represented as mean  $\pm$  SEM. (B) Treatment with the antipsychotics reduces invasion of Hs578t in a Boyden invasion assay toward FBS ( $***p < 0.0001$ ). Data are represented as mean  $\pm$  SEM. (C) Time-lapse experiments on MDA-MB-231 were performed on collagen coated plates confirming that phenothiazines and R428 reduce migration speed. FLZ wasn't included since it induced cell death in these conditions.

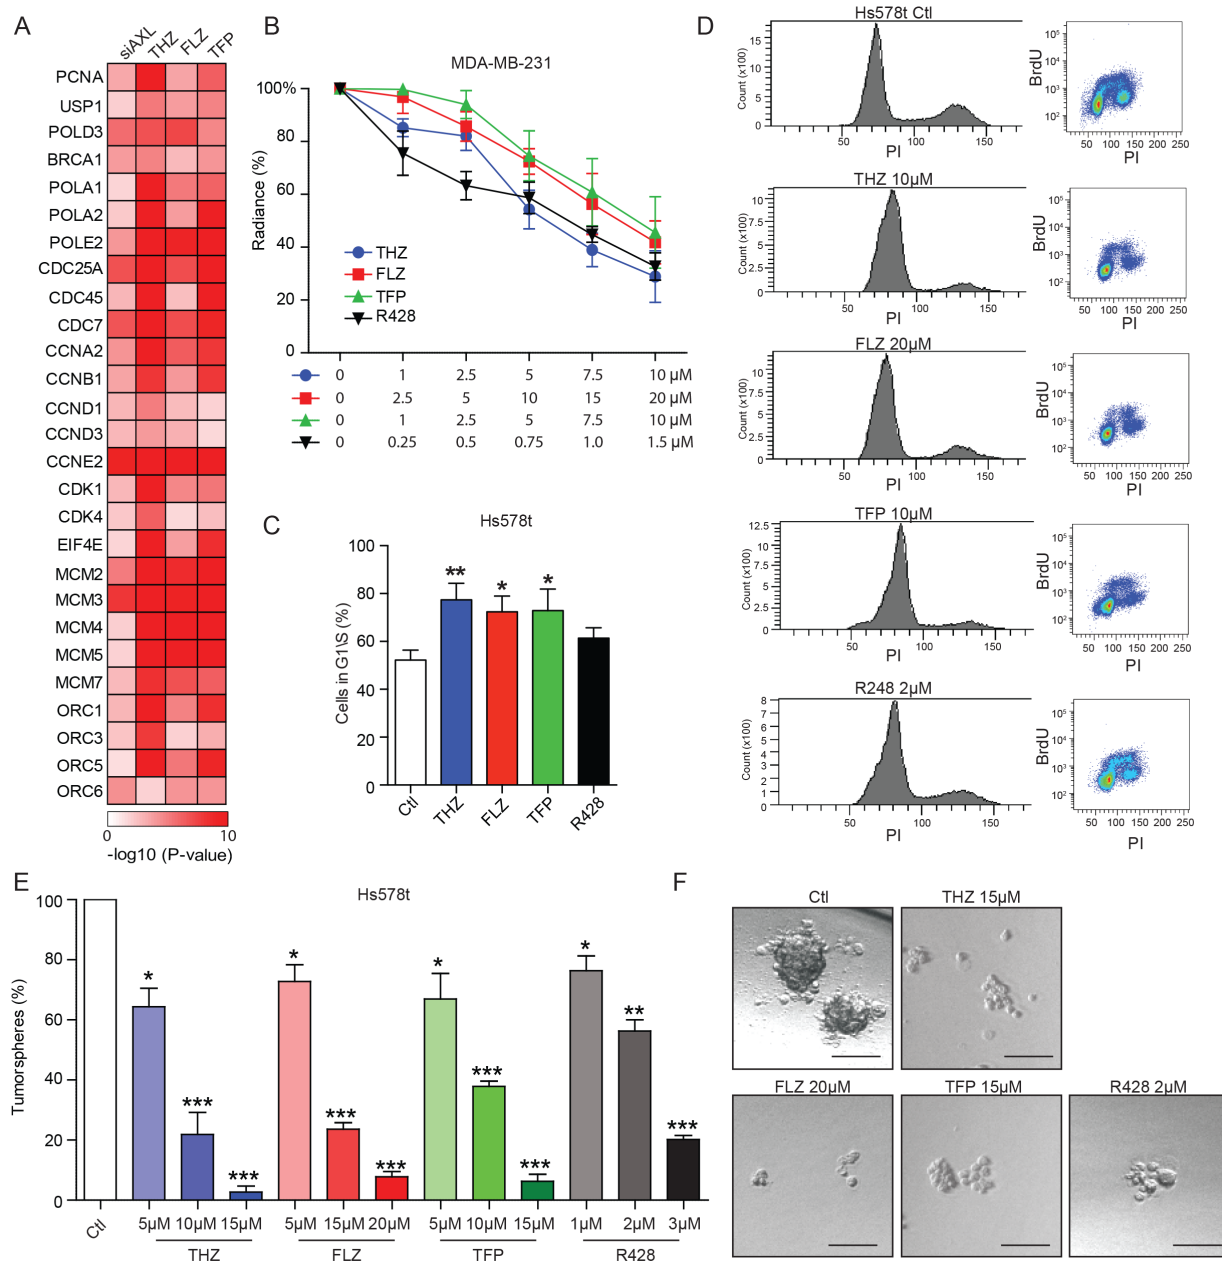

**Supplementary Figure 3: THZ, FLZ and TFP induce cell cycle arrest and reduce cell proliferation of TNBC cells.** (A) Heatmap representing the downregulation of genes ( $p$ -value) related to cell cycle and G1/S transition in cells treated with siAXL, THZ, FLZ and TFP. (B) The antipsychotics and AXL inhibitor R428 reduce the proliferation of MDA-MB-231-Luc cells in a dose dependant manner as shown by cell quantification using luminescence (radiance) after 72 h treatment at indicated concentrations ( $n = 4$ ). (C–D) Treatment with the phenothiazines induces a cell cycle arrest in G1/S. Cell cycle analysis of Hs578t was performed using a BrdU staining assay by flow cytometry ( $^{**}p = 0.0059$ ,  $^{*}p = 0.0110$ ,  $^{*}p = 0.0229$ ) ( $n = 3$ ). Data are represented as mean  $\pm$  SEM. (E–F) Tumorspheres formation of Hs578t is inhibited by the treatment with THZ, FLZ, TFP and R428 in a dose-dependant manner ( $^{*}p = 0.0184$ ,  $^{***}p = 0.0009$ ,  $^{***}p < 0.0001$ ,  $^{*}p = 0.0416$ ,  $^{***}p < 0.0001$ ,  $^{*}p = 0.0307$ ,  $^{***}p = 0.0002$ ,  $^{***}p < 0.0001$ ,  $^{*}p = 0.0013$ ,  $^{**}p = 0.0029$ ,  $^{***}p < 0.0001$ ) ( $n = 3$ ). Scale bar, 150  $\mu$ m. Data are represented as mean  $\pm$  SEM.

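In siAXL, the largest falls among these genes were those of CCNE2, CDC25A and CDC7. CCNE2 (ENSG00000175305), which encodes cyclin E2, fell from 1831 ± 17.6 to 1174 ± 59.4 normalized counts (SD, n = 2 in each; standard error of the log2 fold change 0.0673, limma adjusted p = 0.00265). CDC25A (ENSG00000164045) fell from 1688 ± 128 to 1130 ± 30.0 normalized counts, a log2 fold change of -0.58 (standard error 0.0758, adjusted p = 0.00463). CDC7 (ENSG00000097046) fell from 1821 ± 1.00 to 1269 ± 11.0 normalized counts. CCND1, the most abundant of the 27, fell from 32596 ± 232 to 27934 ± 204 normalized counts, a log2 fold change of -0.22 (standard error 0.0544, adjusted p = 0.0320). The 5 genes not past the threshold were USP1 (-0.21, adjusted p = 0.0515), POLA1 (-0.22, adjusted p = 0.0521), EIF4E (-0.20, adjusted p = 0.0575), CDK1 (-0.38, adjusted p = 0.0691) and ORC5 (-0.23, adjusted p = 0.0797). With 1 library left out, the log2 fold change of CDK1 ran from -0.53 to -0.22. CDK1 was higher in library 2 than in library 1 of both groups. It had 5114 and 6126 normalized counts in siCt 1 and 2, and 3878 and 4799 in siAXL 1 and 2. That range therefore includes a difference between the numbers, which both groups showed. USP1 and POLA1 passed with edgeR's quasi-likelihood test (adjusted p = 0.0441 and 0.0467), under upper quartile and library size scaling and with at least 10 counts in every library. With DESeq2 size factors in edgeR's test, USP1 and POLA1 did not pass (adjusted p = 0.0544 and 0.0515). EIF4E passed under library size scaling and CDK1 with DESeq2 (adjusted p = 0.0129). MCM5 (adjusted p = 0.0498 in limma) did not pass with DESeq2 (adjusted p = 0.0733) or under upper quartile scaling (adjusted p = 0.0502). In 6 of the 27 genes, exons overlap a gene of the opposite strand with a mean of at least 1 read per library, namely INTS8 for CCNE2 (1996 reads per library), EXOSC9 for CCNA2 (2761), LTO1 for CCND1 (1473), TSPAN31 for CDK4 (998), TPRA1 for MCM2 (1318) and AP4M1 for MCM7 (939).

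**Figure D4:**
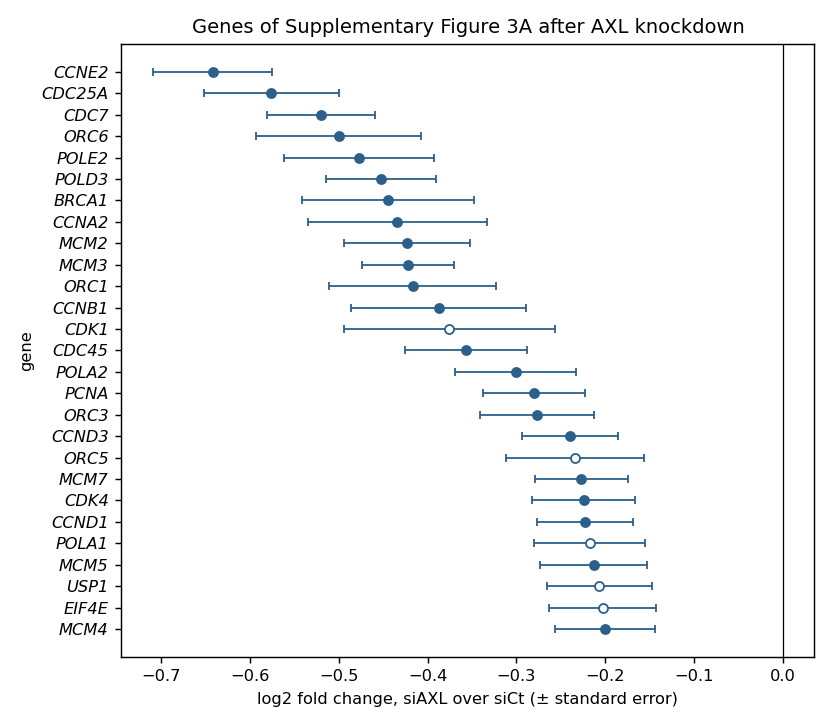
Log2 fold change of siAXL over siCt (horizontal axis) of the 27 genes of Supplementary Figure 3A (vertical axis), from 2 libraries of each group. Circles are estimates, bars are 1 standard error to each side, and filled circles mark the 22 genes with an adjusted p under 0.05; all circles and bars lie below 0.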

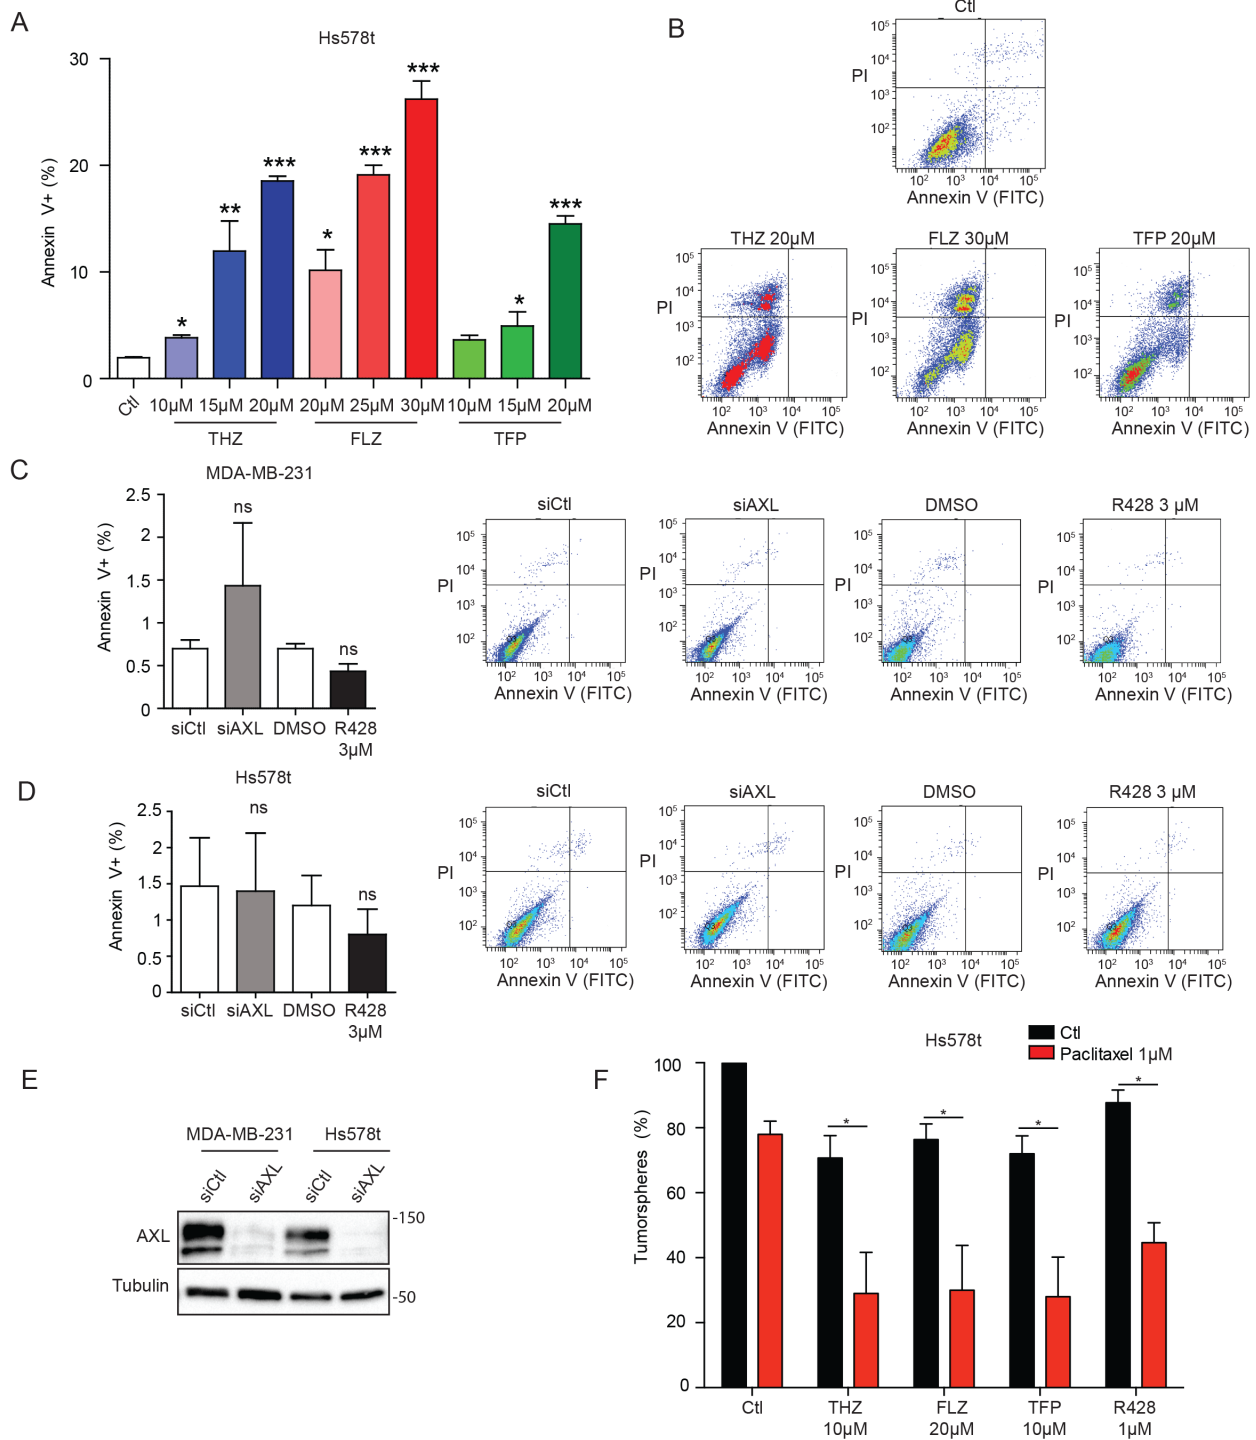

**Supplementary Figure 4: THZ, FLZ and TFP exhibit cytotoxic effects on Hs578t.** (A–B) Treatment with the phenothiazines during 24 h at indicated concentration induces the apoptosis of Hs578t cells. Flow cytometry analyses of Annexin V staining was used. (\* $p = 0.0155$ , \*\* $p = 0.0254$ , \*\*\* $p = 0.0026$ , \* $p = 0.0142$ , \*\*\* $p < 0.0001$ , \* $p = 0.0203$ , \*\*\* $p < 0.0001$ ). Data are represented as mean  $\pm$  SEM. (C–D) AXL inhibition or AXL knockdown does not induce apoptosis of MDA-MB-231 or Hs578t TNBC cells in an Annexin V assay. ( $n = 3$ ) Data are represented as mean  $\pm$  SEM. (E) Validation of AXL knockdown by siRNA by western blot. (F) Combination of paclitaxel and the phenothiazines or R428 increase the effect of these drugs on tumospheres formation of Hs578t (\* $p = 0.0211$ , \* $p = 0.0289$ , \* $p = 0.0175$ , \* $p = 0.0102$ ). ( $n = 3$ ) Data are represented as mean  $\pm$  SEM.

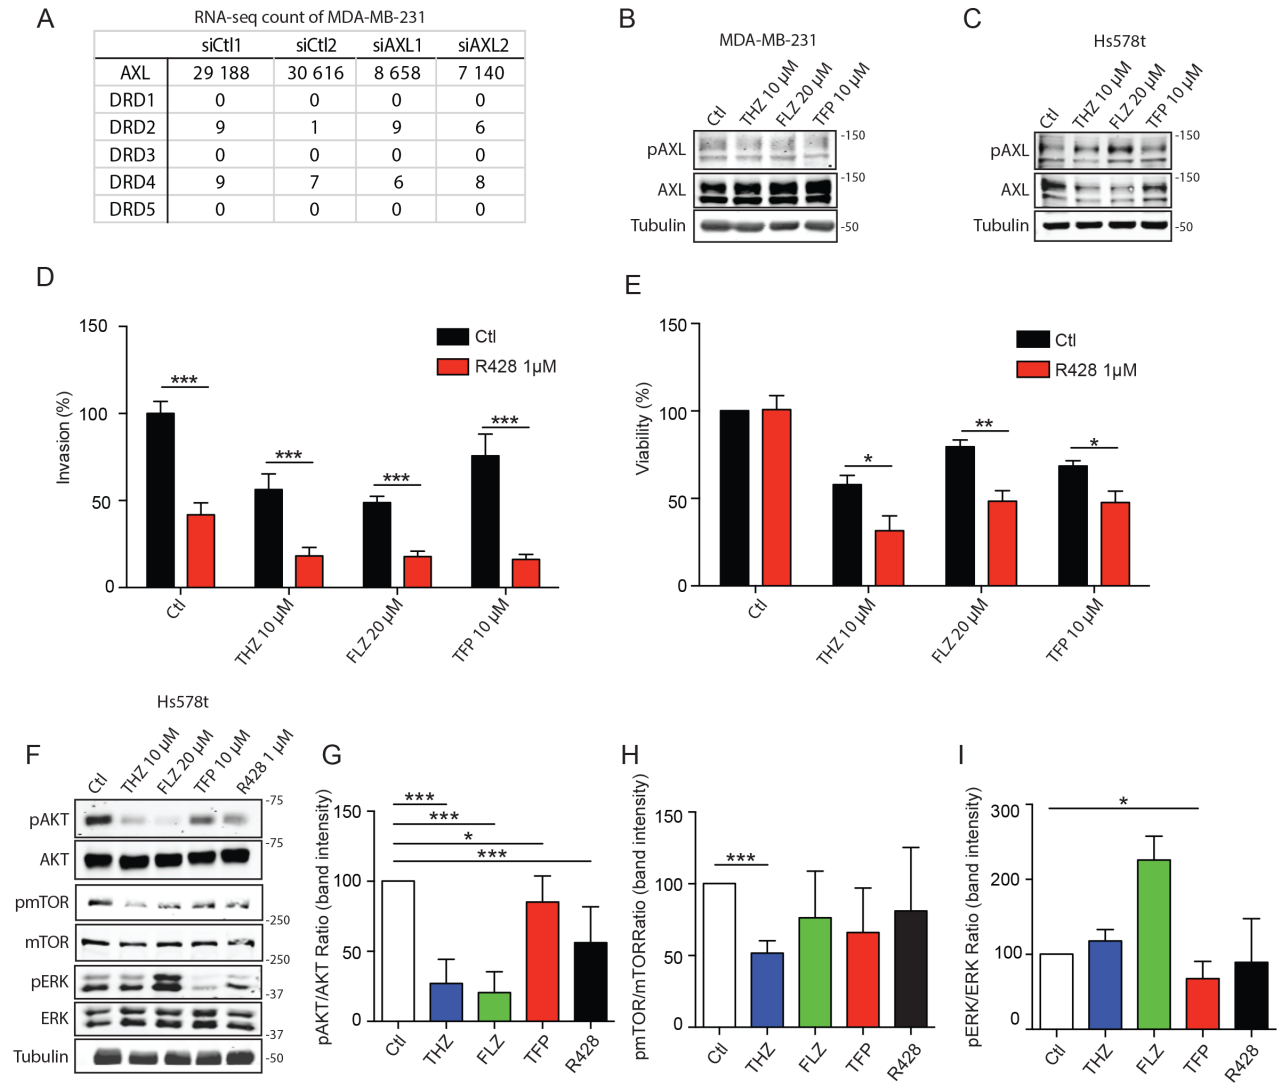

**Supplementary Figure 5: THZ, FLZ and TFP treatment affect PI3K/Akt/mTOR without affecting AXL activity.** (A) RNA-seq count of MDA-MB-231 showing that these cells do not express any dopamine receptors. (B–C) Treatment with THZ, FLZ or TFP does not affect AXL phosphorylation in MDA-MB-231 and Hs578t. (D–E) Combination of the antipsychotics and AXL inhibitor R428 increases the effects of these drugs on cell invasion and cell viability ( $***p < 0.0001$ ,  $*p = 0.0456$ ,  $**p = 0.0047$ ,  $*p = 0.0283$ ). ( $n = 3$ ) Data are represented as mean  $\pm$  SEM. (F) Treatment with phenothiazines and R428 modulates the phosphorylation of AKT, mTOR and ERK in Hs578t. (G–I) Quantification of this decrease using a ratio of band intensity of the phosphorylated form over the total protein.

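As normalized counts, DRD2 was listed at 8.63 in siCt 1, 1.08 in siCt 2, 8.74 in siAXL 1 and 5.90 in siAXL 2, which stand for 9, 1, 9 and 6 reads. DRD4 was listed at 8.63, 6.50, 5.83 and 7.86 in the same order, which stand for 9, 6, 6 and 8 reads. DRD1, DRD3 and DRD5 were listed at 0 in the 4 libraries.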

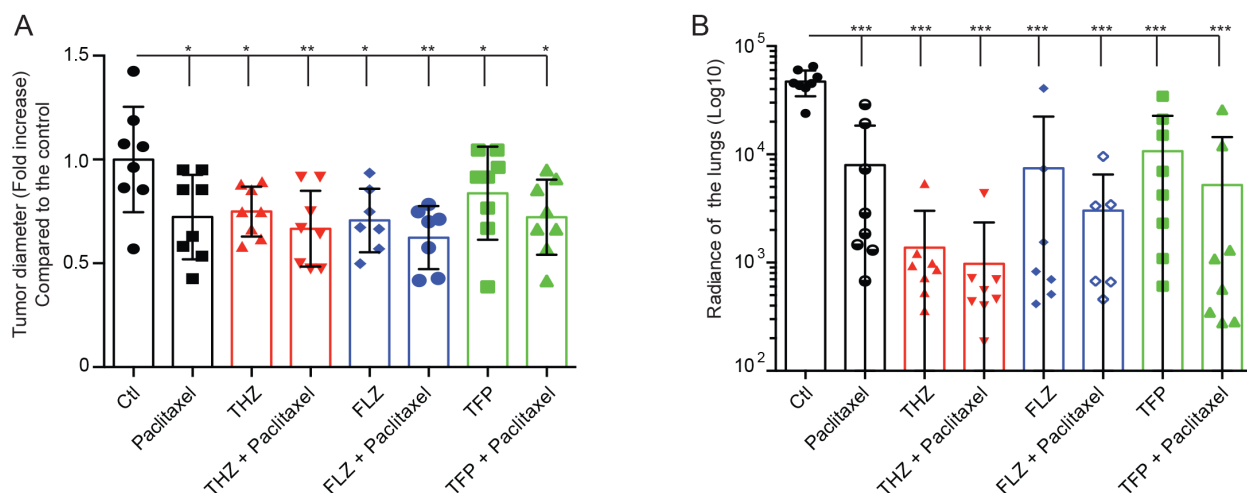

**Supplementary Figure 6: Combination of THZ, FLZ or TFP with paclitaxel reduces tumor and metastatic burden *in vivo*.** (A) Treatment of MDA-MB-231-Luc fat pad grafts with the phenothiazines and paclitaxel reduces tumor growth. Tumor diameter was measured before the beginning of the treatment (7 days after the graft) to quantify the fold increase overtime. Experiment was stopped at 31 days after the graft ( $*p = 0.0304$ ,  $*p = 0.0242$ ,  $**p = 0.0093$ ,  $*p = 0.0197$ ,  $**p = 0.0046$ ,  $*p = 0.0344$ ,  $*p = 0.0244$ ). ( $n = 6-8$ ) Data are represented as mean  $\pm$  SEM. The conditions Ctl, THZ, FLZ and TFP are the same as in Figure 6C. (B) Treatment with the antipsychotics and paclitaxel reduces the metastatic progression of MDA-MB-231-Luc xenografts to the lungs. Lungs were dissected and imaged for bioluminescence signal 31 days after tumor engraftment, at the end of the growth experiment. ( $***p < 0.0001$ ) Data are represented as mean  $\pm$  SEM. The conditions Ctl, THZ, FLZ and TFP are the same as in Figure 6C.

**Supplementary Table 1 : Connectivity analysis of drugs with a similar gene signature to AXL decrease.** See Supplementary\_ Table\_1

**Supplementary Movie 1: Video time lapse microscopy of MDA-MB-231 cells treated with vehicle (Control) or THZ, FLZ or TFP drugs.** Images were acquired every 10 minutes for 6 hours and were used to generate the movies. See Supplementary\_ Movie\_1

# Supplementary material for: AXL knockdown gene signature reveals a drug repurposing opportunity for a class of antipsychotics to reduce growth and metastasis of triple-negative breast cancer
**Source:** Oncotarget. 2019 Mar 12;10(21):2055–67. doi: 10.18632/oncotarget.26725
**Supplement:** Supplementary file 2

Supplementary Table 1 : Connectivity analysis of drugs with a similar gene signature to AXL decrease

How the deposited data were processed for this re-analysis (not part of the article)

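RNA from MDA-MB-231 cells transfected with a control siRNA (2 libraries, siCt 1 and siCt 2) or with a pool of siRNAs against AXL (2 libraries, siAXL 1 and siAXL 2) was sequenced by the authors, who counted reads per gene and compared the groups with DESeq2. The samples were grouped by their labels, and AXL was lower in both siAXL libraries than in both siCt libraries. RNA sequencing of cells treated with thioridazine, the drug signatures of the Connectivity Map and the assays on cells and mice were not analysed here.

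The authors deposited 1 table for the series. It lists 63677 genes with 4 columns of normalized counts. The authors made this signal by counting reads per gene and dividing them by the DESeq2 size factor of the library. The authors' columns of log2 fold changes, standard errors, Wald scores and p-values with adjusted p-values were used only where the text names the authors' deposited table. The aligner, the counting tool, its strand setting, the genome build and the annotation are not named in the paper's text. In each library 100% of the deposited values were whole multiples of the value of 1 read, so the counts before normalization were recovered by division, and per-sample columns not used numbered 0. To compare with the authors' values, DESeq2 was also fitted with the condition alone and a prior on the fold changes. On the -log10 scale its p-values had a Pearson correlation of 0.99992 with the authors' p-values. This covered the 13086 genes above a minimum mean count.

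The recovered reads summed to 44281982 in siCt 1, 39574387 in siCt 2, 44585773 in siAXL 1 and 44559547 in siAXL 2. At this depth a count of 0 allows up to 3 reads, and 95% exact Clopper-Pearson intervals were given for counts of single genes. They cover counting error only. With 2 libraries per group the spread between replicates is known poorly for any single gene, and limma estimates it jointly over genes.

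The tests were planned for unnormalized counts, with edgeR's quasi-likelihood test and TMM scaling. Because the table holds normalized counts, the tests were run with limma (3.58.1, lmFit and eBayes with an intensity trend) on log2(normalized count + 1), in R 4.3.3, and the planned edgeR test (4.0.16) and DESeq2 (1.42.0) became alternatives on the recovered reads. No covariates were used. Genes passing edgeR's filterByExpr on the recovered reads were tested, 16064 in all, which left out 47613. Of all genes, 27108 had at least 1 read in any library. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are siAXL over siCt on the log2(value + 1) scale. In the edgeR test 3122 genes were called, and in the DESeq2 test 2596 of the 12918 genes that it gave an adjusted p.

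The paper's Gene Ontology and GSEA sets were not used here. In their place 17 gene lists were written by hand from general knowledge, and the 27 genes of Supplementary Figure 3A were read from the figure. All list genes were found in the table, by symbol, although 7039 symbols occur there more than once. The lists share members, and each was also tested over the members that belong to no other list. Lists were tested with camera at an inter-gene correlation of 0.01, with adjustment over the 17 lists, and with fry. The cholesterol biosynthesis list, which belongs to no statement of the paper, had a median log2 fold change of 0.067 (camera adjusted p = 0.705), and leaving out siAXL 1 or siCt 2 brought it to 0.014 and 0.027.

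The sample grouping, the gene lists, the tests, the alternatives of normalization, low-count filter, test, covariates, threshold and list test, and the rule for genes named in the text were set before the data were examined. By that rule the text names AXL, TYRO3 and MERTK, the 5 dopamine receptors, the genes of Supplementary Figure 3A, and the 5 largest rises and 5 largest falls. The rises and falls were taken among called genes with an average log2 CPM of at least 3 and both siAXL libraries beyond both siCt libraries. For each list, the rule adds the 3 members with the smallest adjusted p in the direction of the median and the 1 with the smallest in the other direction. Only the members of the lists beside a statement of the paper on proliferation, migration, EMT or the 3 pathways are printed. UCK2 and other overlapping genes, the genes of the list of drug targets, and the 7-base word were chosen after the values were seen. So were the alternatives of limma's pseudocount (0.5 and 8), TMM scaling, removal of GC content and transcript length, library sizes without mitochondrial genes, and removal of genes with CACATCA. Some further genes of the list of drug targets were looked up and are not reported here.

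GENCODE release 29 was used by Ensembl identifier for gene types, GC content, transcript length, 3′ UTR sequence and overlaps, and held 82.5% of the identifiers in the table (52524 of 63677). Since the genome build of the authors is not named, no coordinates are given. As strand was not stated, genes that overlap on opposite strands were treated as possibly sharing reads. Words of 7 bases in 3′ UTRs were tested by regression on the log2 fold changes of 10208 genes, with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

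The tests of genes and of lists and the search over words were tested on simulated data. Over 15855 simulated genes with 200 changed by a log2 fold change of 1 in size, limma recovered 95.5%, and 7.28% of its calls were unchanged genes. Genes were drawn independently, without a difference between replicate numbers. The recovery of smaller changes was not tested, and only 172 of the 3006 called genes reached that size. The edgeR and DESeq2 tests recovered 96% and 91.5%. Camera at the preset correlation and Fisher's exact test of called genes each called a set shifted by 0.3 and 0 of 16 other sets over the same number of genes, as did camera on the edgeR and DESeq2 statistics. Fry (adjusted p = 0.0718) and camera with the correlation estimated (adjusted p = 0.265) called neither the shifted set nor the other 16. The search over words placed 10 of 10 planted words at rank 1 over 10208 genes, with a planted shift of 0.15 and a median of 0.148 recovered.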

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

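The tests for CACATCA and ACATCA in single genes were chosen only after their results had been seen. UCK2, TMM scaling and the removal of the trend with GC content and transcript length were chosen after other values of the table had been seen.

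The paper does not discuss the genes that rose most in siAXL. They were TNFSF15 (log2 fold change 2.19), CHRDL1 (1.71), MALL (1.63), TMCO1 (1.61) and PLA2G16 (1.53). The largest falls, AXL among them, were put to the same tests. A trend with GC content and transcript length is argued against, since 10 of the 10 genes had a limma adjusted p under 0.05 once it was removed. The scaling is argued against as well, with 10 of the 10 called under TMM, upper quartile and library size scaling. The lower depth of siCt 2 does not account for them, as 0 of the 10 changed sign or shrank by more than 1.5 times without that library. Reads shared with overlapping genes cannot account for the group, because only 1 of the 10, TMCO1, overlaps a gene with as many reads.

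TMCO1 overlaps UCK2 on the opposite strand. If the rise of TMCO1 came from reads of UCK2, UCK2 would rise too, but it had a log2 fold change of -0.31 (standard error 0.0583, limma adjusted p = 0.0145).

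A technical explanation that stays open is the control siRNA. If its guide strand bound transcripts through a match of its seed, these transcripts would be held down in siCt and appear higher in siAXL. Of the 5 largest rises, CHRDL1, MALL and TMCO1 hold CACATCA in the 3′ UTR, the word most strongly linked to higher values in siAXL. TNFSF15 and PLA2G16 do not hold it there, but hold its 6-base part ACATCA, TNFSF15 with 3 copies. This cannot be told apart from an effect of AXL loss for these genes, because they were picked for their rise, ACATCA is common, and the sequence of the control siRNA is not given in the paper's text. An effect of AXL loss, or of the siRNA pool against AXL on other transcripts, stays open and was not tested, since the design has no second siRNA.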

How the results depend on the processing

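AXL stayed lower in siAXL with an adjusted p under 0.05 in all 15 other settings (log2 fold change -2.0 to -1.91, adjusted p 8.18e-83 to 0.025). It lay between -2.07 and -1.79 across the 4 fits that each left out 1 library.

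The number of genes called, 3006 with limma, was within 1.5 times of that under other scalings, tests and pseudocounts, the stricter low-count filter, removal of the GC and length trend, and removal of the genes with CACATCA (2451 to 3387). It was 1097 with every gene of at least 1 count in any library tested, 859 at an adjusted p under 0.01, 172 with a log2 fold change of at least 1 in size as well, and 5468 at an unadjusted p under 0.05. The last 3 follow from the threshold itself. With the wider filter 27108 genes were tested in place of 16064, and the 1097 genes were all among the 3006. The cause of that drop was not tested further. Of the genes called by limma, 2942 were also called by the edgeR test and 2475 by DESeq2.

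Libraries of the 2 groups share the numbers 1 and 2, and nothing in the paper or the labels says that a number marks a shared culture or day. With the number as a replicate block, 7310 genes were called in limma and 6948 in edgeR's test. In DESeq2, 3311 genes were called with the block and 2596 with the condition alone. The cause was not tested. The differences between replicates 1 and 2 correlated between the groups at 0.271 over all genes and at 0.681 over the 10745 genes with an average log2 value over 8. The second principal component, with 25% of the variance, parted the numbers. A fit that leaves out 1 library takes in such a difference, so its range is not the spread of the effect alone. In the limma and edgeR fits the block changed the call of 0 of the 17 lists. TYRO3, MERTK and the 5 heat map genes not called without the block passed the threshold in both of these fits (14 values). In each, 27 of the 27 heat map genes were called.

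The heat map genes were lower in all 27 cases in each setting. The number with an adjusted p under 0.05, 22 with limma, was 20 to 25 under other scalings, tests, pseudocounts and corrections and the stricter low-count filter. It was 7 with every gene of at least 1 count in any library tested, and the cause was not tested. At an adjusted p under 0.01 it was 6, which follows from the threshold.

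Of the 17 gene lists, 14 were called by camera at its preset correlation, and 11 to 14 under the other scalings, tests, filters and corrections. With the correlation estimated, 0 were called (2 at an unadjusted p under 0.05), and fry called 7. On simulated libraries these 2 tests did not call a list shifted by 0.3 either. As only 1 of the 17 simulated lists was shifted and genes were drawn independently, this cannot tell whether a lost call reflects low power. The median of the mTOR list was -0.0051 over members of no other list, and that of the cholesterol list, not called in any setting, was -0.0046 with the GC and length trend removed. The cause of these was not tested. The median of the apoptosis list ran from -0.048 to 0.0024 across the 4 fits that each left out 1 library, with a positive sign without siCt 2 and without siAXL 1. OIP5 had a log2 fold change of -0.015 under scaling by library size alone, which lowered the median of all genes from -0.0022 to -0.031. Over all lists and other settings, 315 values kept their side, 31 were weaker and 7 moved by more than the spread between replicates. Over the 47 named genes, 305 kept their side, 12 were stronger and 11 weaker. MCM5, with a limma adjusted p of 0.0498, was not called with DESeq2 (adjusted p = 0.0733), under upper quartile scaling (0.0502), under TMM scaling in limma (0.0508), with every gene of at least 1 count tested (0.11), or without the genes with CACATCA (0.052). MCM4 was not called with DESeq2 (adjusted p = 0.0563), with its size factors in edgeR's test (adjusted p = 0.0513), with every gene of at least 1 count tested (adjusted p = 0.109), or without the genes with CACATCA (adjusted p = 0.0503), and CCND1 was not called with every gene of at least 1 count tested (adjusted p = 0.0715).

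The depth limits the dopamine receptors, where a count of 0 leaves up to 0.0754 CPM in siCt 2, the library with the fewest reads, and where DRD2 and DRD4, with 25 and 29 reads in all, did not pass the filter for the test. For the called genes the limit is set by the 2 libraries per group.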

Differences from the paper's values

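The paper's text gives approximately 50 compounds at a p under 0.05, while Supplementary Table 1 lists 132 compounds, all with a p under 0.05 and a positive connectivity score. The 132 were counted in the text of that table, and none of the alternatives set before the data were examined bears on it.

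The legend of Supplementary Figure 5A says that the cells express no dopamine receptor. In the deposited table, DRD2 had 25 and DRD4 had 29 reads over the 4 libraries, at most 0.205 CPM in any of them, and DRD1, DRD3 and DRD5 had 0. The DRD2 and DRD4 counts shown in the figure itself do not differ from the table. The paper's text calls the receptors minimally expressed, so the difference lies in the wording of the legend.

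The legend of Supplementary Figure 3A describes the heat map genes as downregulated by p-value. All 27 were lower in siAXL at an unadjusted p under 0.05, and 5 of them (USP1, POLA1, EIF4E, CDK1 and ORC5) were not past an adjusted p of 0.05 in limma. USP1 and POLA1 passed in the edgeR test, which became an alternative after the unit of the table was seen, and both passed under upper quartile scaling, library size scaling and a minimum of 10 counts in every library. With DESeq2 size factors in the edgeR test neither passed (adjusted p = 0.0544 for USP1 and 0.0515 for POLA1). EIF4E passed under library size scaling and CDK1 with DESeq2, both set before the data were examined. USP1, POLA1 and EIF4E passed with the GC and length trend removed and with mitochondrial genes left out of the library sizes, and USP1 passed under TMM scaling in limma, all 3 chosen after the values were seen.

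Fig. 1C shows regulation of apoptosis as raised in siAXL. The apoptosis list compiled here, which is not the Gene Ontology term, had a median log2 fold change of -0.029 (camera adjusted p = 0.782). It was called in none of the settings, and its median was above 0 only without siCt 2 (0.0022) and without siAXL 1 (0.0024). A median near 0 does not exclude changes of single members, of which 4 were higher and 5 lower at a limma adjusted p under 0.05. In its Annexin V assays the paper saw no induction of apoptosis by AXL knockdown.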

Other observations

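The tests of base composition, replicate pairs and microRNAs, of the share of called genes, of the split of the gene lists into parts, and of the interferon-stimulated genes were chosen only after the results had been seen.

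Genes whose 3′ UTR holds the 7-base word CACATCA lay higher in siAXL than in siCt. In a regression of the log2 fold change on each of 16384 words, with the length and GC content of the 3′ UTR and of the transcript and the average expression as covariates, CACATCA ranked 1, with a shift of 0.15 (0.148, z = 18.2) over 1213 of 10208 genes. The largest z in size over 100 permutations of the fold changes was 5.02, the largest z of words that share no 5 bases with ACACATCAA was 4.7, and the most negative z was -6.6 (shift -0.046). Of the carriers, 64.1% were higher in siAXL, against 46.2% of other genes. The shift grew with the length of the match, from 0.055 for ACATCA (6 bases, 2193 genes) to 0.14 for CACATCA (7 bases, 926 genes), 0.24 for CACATCAA (8 bases, 206 genes) and 0.37 for ACACATCAA (9 bases, 81 genes).

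A candidate explanation is that the control siRNA holds such transcripts down in siCt through a match of its seed, as a microRNA would. Under it, genes with the word only in their coding sequence should shift less, and over 1223 such genes the shift was 0.069 (standard error 0.0076), less than in 3′ UTRs but not 0. Base composition is argued against, since the highest z of the 121 rearrangements of the same bases was 3.39. A difference between replicates is argued against, since the shift was 0.124 between siAXL 1 and siCt 1 and 0.173 between siAXL 2 and siCt 2. Between siCt 1 and siCt 2 the carriers also shifted by 0.044 (z = 10.2), and between siAXL 1 and siAXL 2 by -0.004 (z = -1.1). A microRNA or RNA-binding protein of the cells that changes upon AXL loss cannot be told apart from the control siRNA here, because the paper's text gives no siRNA sequence and the series has neither untransfected cells nor a second control.

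The word was frequent among the called genes. It occurred in the 3′ UTR of 24.3% of the genes called higher (404 of 1664, odds ratio 2.86, Fisher's exact test p = 2.35e-51), against 10.1% of genes without a call and 7.2% of genes called lower. Among genes called higher with a log2 fold change of at least 1, 44 of 100 held it (odds ratio 7.01). This is consistent with a seed match of the control siRNA as a contributor to the upward part of the signature, as a hypothesis found and tested on the same data. The word was absent from the 3′ UTR of most genes called higher, so its sites there do not account for that part as a whole. Shorter matches and sites in the coding sequence were not counted here. Without the 3′ UTR carriers, 2451 genes were called.

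Carriers of this word in the 3′ UTR do not account for the higher lists as a group. GC content and transcript length account for neither the higher nor the lower lists as a group. Of the 8 lists higher in siAXL, 6 kept a camera adjusted p under 0.05 without the CACATCA carriers (seed match) and 6 kept it with the GC content and transcript length trend removed. Genes with ACATCA alone (shift 0.055) or with CACATCA only in the coding sequence (shift 0.069) were not left out. A wider effect of a seed match on these lists is therefore not excluded. Of the 6 lower lists, 5 kept it with the trend removed. For the 6 higher lists other than the mTOR and MAPK pathways, the largest adjusted p was 0.000661 without the carriers and 0.00483 with the trend removed. The mTOR and MAPK lists lost their call in both cases. The smaller of their adjusted p-values with the trend removed was 0.0976, so the trend may account for these 2 calls. For the seed match it stays open, because leaving out as many other members at random lost the call in 9 of 100 draws for mTOR and 11 of 100 for MAPK, and the carriers were 11 of 65 and 18 of 111 members. The ribosomal protein list, lower in siAXL, had an adjusted p of 0.198 with the trend removed, so that the trend may account for its call.

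Mitochondrial genes took 3.7% of the reads in siCt 1 (3.702%), 2.11% in siCt 2, 3.78% in siAXL 1 and 2.28% in siAXL 2. Under scaling by library size, 3281 genes were called with mitochondrial genes included and 3317 with them left out. The number of called genes thus depended little on their inclusion in the library sizes. Their share differed by library number more than by group, so this is a weak test of whether they carry the calls. No biological explanation was tested.

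The interferon-stimulated genes, taken as a sign of a response to siRNA duplexes, had a median log2 fold change of 0.085 (camera adjusted p = 0.197), with 31 of 54 genes higher in siAXL, and leaving out siAXL 2 brought it to 0.049. Among them, 7 of the higher and 1 of the lower genes had a limma adjusted p under 0.05. A response of that kind that differs between the siRNAs was thus not seen in the list as a whole. In part of its members it stays open, as most of the called genes were higher. A response common to both groups cannot be told apart from none, since the series has no untransfected cells.

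The phenothiazines bind further proteins, and 16 genes of such targets were looked up after the dopamine receptors, since the paper leaves the target in these cells open. In the 4 libraries, 4 of the 16 had a mean of at least 1 CPM. These were HRH1 (45.1 CPM), HTR7 (16.8), ADRA1B (8.29) and SMPD1 (70.1). The means cover both groups and are not the level in siCt. HRH1 (log2 fold change 0.42, limma adjusted p = 0.0154), HTR7 (0.52, adjusted p = 0.0122) and SMPD1 (0.48, adjusted p = 0.00329) were higher in siAXL. ADRA1B was not past the threshold (0.42, adjusted p = 0.0661). The other 12 were below 1 CPM, and 3 of them (HTR2B, HTR2C and ADRA1D) had 0 reads in each library.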
